# Corticosterone pattern-dependent glucocorticoid receptor binding and transcriptional regulation within the liver

**DOI:** 10.1371/journal.pgen.1009737

**Published:** 2021-08-10

**Authors:** Benjamin P. Flynn, Matthew T. Birnie, Yvonne M. Kershaw, Audrys G. Pauza, Sohyoung Kim, Songjoon Baek, Mark F. Rogers, Alex R. Paterson, Diana A. Stavreva, David Murphy, Gordon L. Hager, Stafford L. Lightman, Becky L. Conway-Campbell

## Abstract

Ultradian glucocorticoid rhythms are highly conserved across mammalian species, however, their functional significance is not yet fully understood. Here we demonstrate that pulsatile corticosterone replacement in adrenalectomised rats induces a dynamic pattern of glucocorticoid receptor (GR) binding at ~3,000 genomic sites in liver at the pulse peak, subsequently not found during the pulse nadir. In contrast, constant corticosterone replacement induced prolonged binding at the majority of these sites. Additionally, each pattern further induced markedly different transcriptional responses. During pulsatile treatment, intragenic occupancy by active RNA polymerase II exhibited pulsatile dynamics with transient changes in enrichment, either decreased or increased depending on the gene, which mostly returned to baseline during the inter-pulse interval. In contrast, constant corticosterone exposure induced prolonged effects on RNA polymerase II occupancy at the majority of gene targets, thus acting as a sustained regulatory signal for both transactivation and repression of glucocorticoid target genes. The nett effect of these differences were consequently seen in the liver transcriptome as RNA-seq analysis indicated that despite the same overall amount of corticosterone infused, twice the number of transcripts were regulated by constant corticosterone infusion, when compared to pulsatile. Target genes that were found to be differentially regulated in a pattern-dependent manner were enriched in functional pathways including carbohydrate, cholesterol, glucose and fat metabolism as well as inflammation, suggesting a functional role for dysregulated glucocorticoid rhythms in the development of metabolic dysfunction.

## Author summary

Adrenal glucocorticoid hormones are released in a characteristic ultradian rhythm that becomes dysregulated during chronic stress, disease, or synthetic corticosteroid treatment. Metabolic dysfunction is a comorbidity associated with all these conditions, but the role that altered glucocorticoid dynamics play is unknown. As the liver is a major site of glucocorticoid action on metabolic homeostasis regulated by the glucocorticoid receptor, we have assessed how different patterns of hormone replacement in adrenalectomised rats differentially regulate gene pathways involved in type II diabetes, cirrhosis, and fatty liver development, via altering the pattern of glucocorticoid receptor binding to regulatory sites. We believe our findings have important implications for therapies that can reproduce the endogenous glucocorticoid rhythm and thus minimize adverse metabolic side-effects in patients.

## Introduction

In mammals, glucocorticoid (GC) release from the adrenal glands is under the regulation of the hypothalamic pituitary adrenal (HPA) axis [1]. Entrained to the photoperiod, and regulated by the hypothalamic suprachiasmatic nucleus [2], maximal GC release occurs prior to awakening and gradually decreases throughout the active period before returning to basal levels at the onset of the inactive period, in a classical 24 hr circadian profile. The vast majority of GC rhythm research has focussed on this circadian profile using 6–12 hr data collection intervals, however, automated blood microsampling at 10 min intervals has led to the detection of a pronounced underlying rhythm of rising and falling phases with a periodicity of 56–60 min for corticosterone (CORT) in rat [3] and 95–180 min for cortisol in man [4,5]. The origin of the ultradian rhythm within the circadian rhythm has been shown both mathematically and experimentally to emerge as a consequence of a sub-hypothalamic pulse generator, where intrinsic delays in pituitary adrenal communication exist in both the positive feed-forward and negative feedback arms of the loop [6]. As GC oscillations are highly conserved across mammalian species [7], and bioavailable ‘free’ GC pulses can be detected by microdialysis in the extracellular fluid of a variety of tissues [8,9] in experimental rodents and in man [10,11], we propose that this dynamic hormone signal may be crucial for optimal tissue specific responses to GC secretion throughout the body.

Adrenal GCs regulate multiple physiological processes via regulation of glucocorticoid receptors present in almost all tissues of the body, thus affecting immunological and stress responses, cognitive processes, cardiovascular regulation, and a range of metabolic processes including glucose, lipid, fatty acid and triglyceride homeostasis. GCs promote gluconeogenesis in the liver, whereas they decrease glucose uptake and utilisation in skeletal muscle and white adipose tissue by antagonising insulin response. Excess GC exposure causes hyperglycaemia and insulin resistance. GCs also regulate glycogen metabolism [12]. Associations between elevated circulating GCs and metabolic disease are well known. For example, Cushing’s disease, which is characterised by hypercortisolism, is associated with a myriad of metabolic co-morbidities including increased visceral fat deposits, obesity and dyslipidaemia; furthermore, type II diabetes occurs in at least a third of Cushing’s patients [13]. Synthetic GCs (sGCs), which are often more potent and have longer plasma half-lives than their endogenous counterparts [14,15], can cause a similar pattern of adverse metabolic side effect. Patients prescribed GC treatment have a higher incidence of metabolic disease, including diabetes, compared to patients on other medications [16–19]. There has been considerable investigation of the mechanisms underlying these side effects over the past decade and whilst dose is certainly a well-recognised risk factor, efforts to reduce doses towards physiological levels is often insufficient to prevent the development of metabolic disturbance over a prolonged period [20]. GCs regulate gene transcription in target cells via a ligand activated transcription factor, the glucocorticoid receptor (GR). Activated GR is directed to specific sites across the genome, either by direct binding to short consensus DNA sequences termed glucocorticoid response elements (GREs) or via tethering by other transcription factors. GR then recruits co-factors such as the histone acetyl transferase enzymes CBP/P300 and the ATP-dependent Swi/Snf chromatin remodelling complex to reposition nucleosomes and allow increased accessibility for RNA polymerase II (RNAPol2) and related transcriptional machinery to the transcriptional start site (TSS) of target genes [21,22]. Conversely, decreased access of RNAPol2 to the TSS of target genes results in transcriptional down-regulation. In this way, GCs can induce either up-regulation or down-regulation of a vast number of target genes in a highly gene-specific, cell-specific and context-specific manner.

Studies using high-dose pulsed CORT treatment in adrenalectomised rats [23] have demonstrated that GR binds transiently to GREs regulating the transcription of the ‘hypersensitive’ *Period 1* gene [24] in multiple cells and tissues throughout the body and brain [14,25,26]. In rat liver, GR binding at *Per1* regulatory GREs reached maximal levels at the peak of an hourly induced CORT pulse before fully dissociating within the 40 min period of CORT clearance from the circulation [14]. Despite the supraphysiological CORT dose, synchronised recruitment and loss from the DNA template was repeated over the series of pulses and was found to induce similarly synchronised, if slightly delayed, enrichment of RNAPol2 at the *Per1* TSS and hnRNA production within liver [14] as well as brain tissue [25] which was consistent with observations in a variety of cell lines [14,25–28]. More recently, assessment of genome-wide GR binding and RNAPol2 enrichment at the TSS in a murine mammary cell line (3617) revealed recruitment and loss synchronised to ultradian corticosterone replacement patterns at a vast number of targets, and these dynamics were ablated by constant CORT treatment [28]. What has remained unknown, until now, is how these genome-wide dynamics are affected during ultradian versus constant CORT exposure in a live animal. Furthermore, as it is now well accepted that cell-specific chromatin architecture will pre-determine a different GC-target transcriptome in liver compared to 3617 cells, it is extremely important to assess how transcriptional regulation of physiologically relevant GC-target genes associated with metabolic function are affected by disrupted GC exposure and how this may relate to metabolic function / dysfunction in the whole animal.

Here, we demonstrate that genome-wide GR binding dynamics in liver are tightly regulated by a pulsatile CORT infusion (PULS). In contrast, a dose-matched constant CORT infusion (CONS) results in widespread disruption of ultradian GR dynamics, with subsequent impact upon RNAPol2 recruitment to liver-specific GC regulated genes and significant pattern dependent effects on the GC regulated liver transcriptome. We have identified key metabolic targets that are sensitive to altered CORT exposure, thus highlighting metabolic pathways that are acutely susceptible to GC dysregulation, with implications for the development of the clinically important metabolic syndrome in patients.

## Results

### Validation of pulsatile and constant corticosterone infusion in adrenalectomised rats

To model a physiologically realistic ultradian CORT replacement pattern in adrenalectomised rats, we based our PULS on the endogenous CORT profile during the peak secretory phase, as determined by frequent blood sampling of adrenally intact male rats at 10 min intervals over a 28 hr period (Fig 1A). As CORT pulses are not synchronised between rats (Figs 1B and S1A–S1E), the underlying ultradian rhythm is only evident within individual CORT profiles (Fig 1B) and most marked during maximal circadian CORT secretion (Fig 1C). To recapitulate these endogenous ultradian CORT rhythms, 20 min CORT infusions were delivered hourly. Blood sampling at 10 min intervals showed CORT levels rising for 20 min, before falling rapidly as CORT was cleared from the circulation. This pattern was robustly repeated over the 3 hr experimental time course, averaging 374 ± 24 ng/ ml at pulse peak (20 min into each hour) and 64 ± 6 ng/ ml at pulse nadir (every 60 min) (Fig 1D).

**Fig 1:**
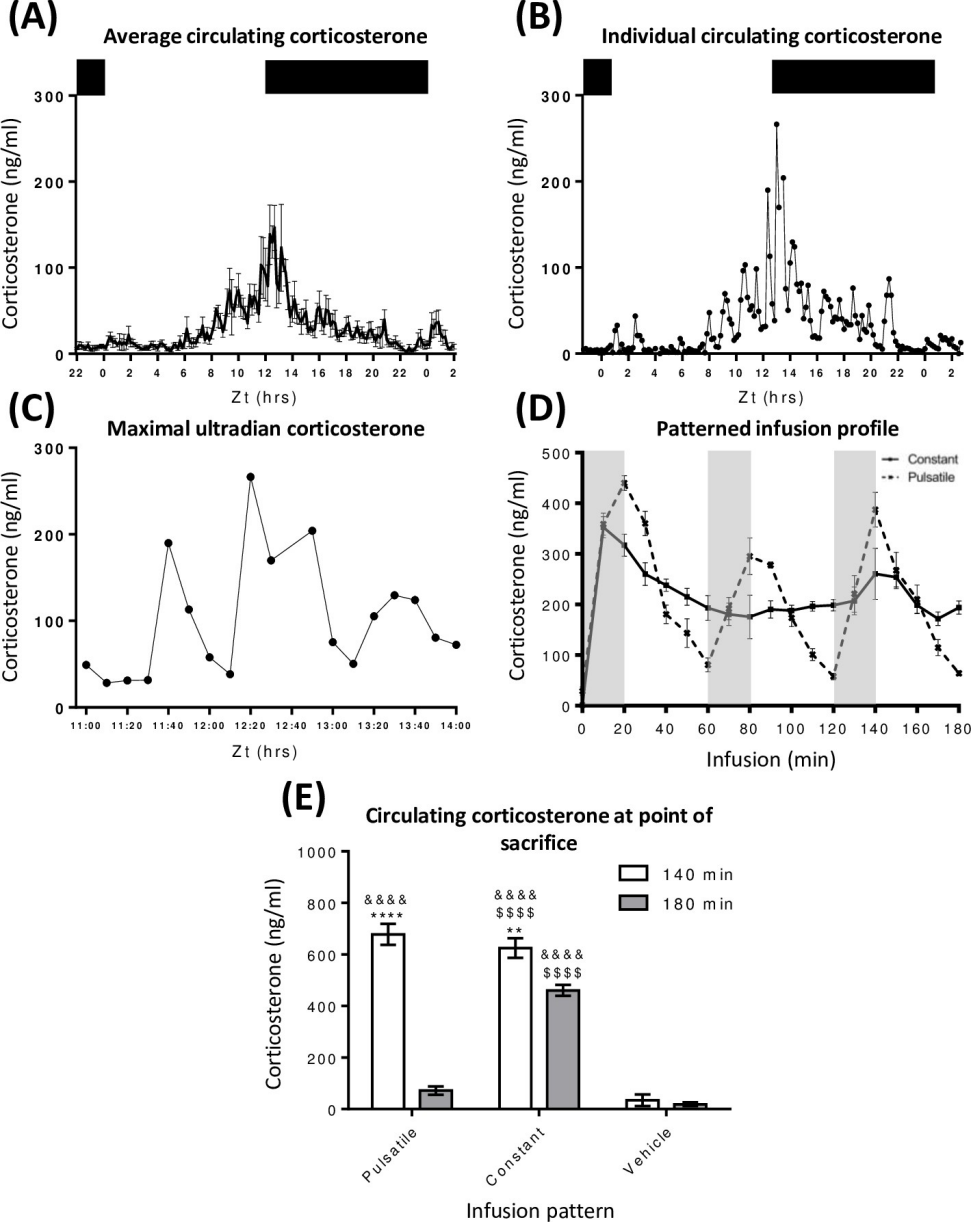
Validation of both the dose and infused patterns of CORT within the circulation of the rat. (A) Blood samples were taken every 10 min over a 28 hr period. CORT levels gradually increased from basal (Zt 0–6) to maximal levels at Zt 12:40. Levels decreased from this point returning to baseline by Zt 22. Lights were 12:12 (lights off at Zt 12), N = 6 and data is expressed as mean ± s.e.m.. (B) Circulating CORT levels from a single rat indicate approx. hourly oscillations in CORT in a classical ultradian profile which are (C) most discernible during maximal circadian secretions, as indicated between Zt 11–14. N = 1. (D) 1 ml of CORT (3.84 μM) was delivered intravenously over 3 hrs in a PULS manner (dashed line) via 20 min (grey bar), hourly CORT infusions at a rate of 1 ml/ hr, whilst the CONS (solid line) rate of 0.33 ml was maintained throughout the experimental period. Peaks in circulating CORT were observed at 20 min, 80 min and 120 min (353 ng/ ml ± 42) post each 20 min infusion and was cleared from the circulation within each 40 min pump cessation at 60 min, 120 min and 180 min (68 ng/ ml ± 20). CONS-induced sustained circulating levels (222 ng/ ml ± 12) between 10–180 min of infusion. Area under the curve analysis confirmed no difference in dose delivered per hr. N = 4 and mean ± s.e.m.. (E) Total circulating CORT was measured from trunk blood samples taken at the point of euthanasia (140 min and 180 min) after either PULS, CONS or VEH. Two-way ANOVA indicated a significant effect of time, infusion pattern and interaction (p < 0.0001) in response to infusions. Post-hoc tests indicated significantly raised CORT at PEAK_140 min compared to both NADIR_180 and VEH (p < 0.0001) time points. In response to CONS, CORT was raised at both 140 min and 180 min compared to NADIR_180 and VEH (p < 0.0001), but there was a significant reduction in CORT from 140 min at 180 min (p < 0.01). Lights were 12:12 (Zt 12 lights off as indicated by the top black bar) and represents total blood serum CORT levels. N = 7 and mean ± s.e.m. and significant comparisons between CORT infused and VEH infused matched time points indicated by &&&& p<0.0001, between CORT infused time points by ** p<0.01 and **** p < 0.0001 and between infusion patterns by $ $ $ $ p < 0.0001.

CONS was dose matched to PULS and confirmed by area under the curve analysis. After the initial transient increase between 0–20 min in circulating CORT (maximal 353 ng/ ml ±42), levels remained relatively stable between 60–180 min (201 ± 51 ng/ ml) (Fig 1D). Liver samples were taken at exact times corresponding to the third pulse peak (140 min) and nadir (180 min) of the PULS. CONS and vehicle control infusion (VEH) samples were taken at the same time points. Circulating CORT levels were confirmed for all rats taken for liver chromatin immunoprecipitation assay (ChIP) processing (Fig 1E).

### Genome-wide GR binding is glucocorticoid pattern dependent

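The GR data comprised 10 ChIP-Seq libraries from rat liver, 2 for each of 5 groups. These were pulsatile corticosterone (CORT) infusion at 140 min (PEAK_140) and at 180 min (NADIR_180), constant CORT infusion at 140 min (CONS_140) and at 180 min (CONS_180), and vehicle infusion (VEH), for which 1 library was taken at 140 min and 1 at 180 min. The paper states that each library pooled 6 rats. Total tags per library, as listed by the authors, were 3236498 and 3902296 for VEH, 2568317 and 2051977 for PEAK_140, 3026250 and 2556380 for NADIR_180, 6715803 and 3663062 for CONS_140, and 4877662 and 4495077 for CONS_180. The authors aligned reads of 50 b to the rn6 rat genome, removed duplicates, called peaks over input DNA with HOMER, kept peaks that passed an irreproducible discovery rate (IDR) of 0.01 and merged the 5 peak lists into 3981 regions. Input tags were subtracted, and the values deposited for each region and library were on a log2 scale and drawn towards the region's mean where tags were few. The methods describe normalisation to the tags within binding regions, whereas the command given with the values names normalisation to total tags, and the values were used as given. From there, the 10 libraries were compared with limma, which estimated 1 spread per region from all 5 groups together, and a region was called raised or lowered at a Benjamini-Hochberg adjusted p below 0.05 and a change of more than 1.5-fold (0.585 on the log2 scale). At 80.7% and 84.9% of regions the 2 VEH libraries were taken to be at the floor left by input subtraction, by a rule that in simulated data also took 88.9% of GR values of 1 to 10 tags, so fold changes over VEH at such regions are fitted values and not bounds. When changes of 1 to 2 on the log2 scale between PEAK_140 and VEH were simulated at 200 regions, with the spread of the fit to all 10 libraries, 0.50% of them were called, against 63.5% for changes of 3 to 5. Other comparisons were not simulated in this way. In the data 3204 regions were called at PEAK_140, so the Benjamini-Hochberg adjustment was stricter in the simulation, and these shares do not carry over to the data.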

Liver samples were assessed for GR binding across the genome using ChIP assay followed by next generation sequencing (ChIP-Seq). 

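Of the 3981 regions, 3350 were raised over VEH in at least 1 of the 4 CORT infused groups, and 3426 were raised or lowered. When all 10 libraries, VEH included, were simulated without change, on average 0.060 regions were raised in any of PEAK_140, CONS_140 and CONS_180. The simulation leaves out that the regions were chosen as peaks in these same libraries, so it does not test the number of raised regions. The largest increase at PEAK_140 was at an intergenic region on chromosome 20 of rn6 (8091727 to 8092352), at -17596 b from the TSS of Armc12 by the authors' annotation, with a log2 fold change of 8.25 (SE 0.38, n = 2 per group, adjusted p = 5.9e-06 from limma). These counts depended on scaling and on the regions tested, since the regions raised or lowered at PEAK_140 numbered 534 when each library was centred on its median over the regions and 94 when only regions with tags in the 4 libraries compared were tested. Centring removes by construction a rise shared by most regions, so the 534 are changes relative to that rise.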

In total, 3,098 sites of significantly increased GR intensity (relative to VEH) were identified across all groups, indicating sites of binding. Within these sites, striking CORT pattern-dependent and time-dependent changes were observed (Fig 2A–2F). 

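Over all 3981 regions, the median log2 fold change relative to VEH was 4.17 at PEAK_140, 0.84 at NADIR_180, 3.38 at CONS_140 and 3.46 at CONS_180. The difference in the effect of time between the infusion patterns, that is PEAK_140 minus NADIR_180 against CONS_140 minus CONS_180, was tested directly with limma. At 1751 regions this difference passed both thresholds, 1735 of them with a larger fall from 140 min to 180 min during PULS than during CONS and 16 with the opposite, and 2229 regions had an unadjusted p below 0.05. The count and its direction depended on scaling. With each library centred on its median the number was 40, of which 4 had the larger fall during PULS and 36 the opposite, and with quantile normalization, chosen after seeing the data, it was 165, with 75 and 90. Both settings remove by construction a fall that most regions share. They count departures from that fall and cannot decide whether the fall itself is real.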

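Compared directly with NADIR_180, 2739 regions were raised and 18 lowered at PEAK_140, with a median log2 fold change of 3.77 among the raised. CONS_180 exceeded NADIR_180 at 1976 regions and lay below it at 0. Among the 3 remaining groups, PEAK_140 against CONS_140 gave 1 raised and 1 lowered region (560 at an unadjusted p below 0.05), and PEAK_140 against CONS_180 gave 0. The comparisons deposited by the authors give more. Among the sites they flagged, 193 were lower and 32 higher at CONS_140 than at PEAK_140, and 171 were lower and 2 higher at CONS_180 than at PEAK_140. Centring each library on its median gave 216 regions for PEAK_140 against NADIR_180, of which 32 were raised and 184 lowered and 50 were among those called without centring, and 0 for CONS_180 against NADIR_180 (725 at an unadjusted p below 0.05). These are changes relative to the shift that most regions share, which centring removes.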

Differences in tag density were evident at a subset of sites when comparing 140 min pulsatile corticosterone infusion (PEAK_140), 140 min constant corticosterone infusion (CONS_140) and 180 min constant corticosterone infusion (CONS_180), but all three groups exhibited an overall increase in tag density enrichment relative to both 180 min pulsatile corticosterone infusion (NADIR_180) and VEH.

**Fig 2:**
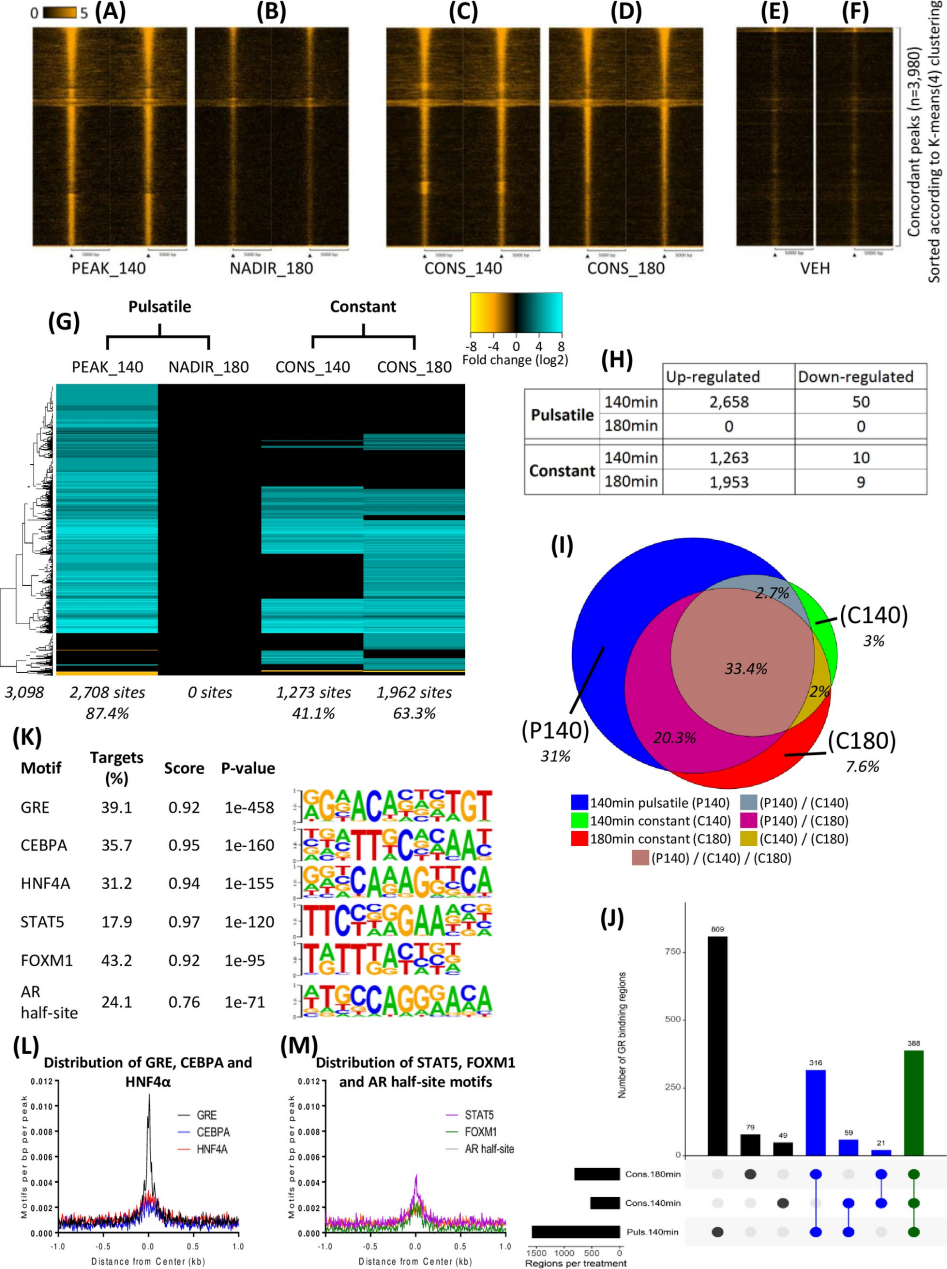
Patterned CORT-regulated GR binding at sites across the genome. GR tag intensity and distribution from the centre of 3,980 enrichment regions in response to (A) PEAK_140, (B) NADIR_180, (C) CONS_140, (D) CONS_180 as well as (E) 140 min and (F) 180 min VEH was visualised by heatmap. Tag count intensity was normalised to 1 million reads per 1 kb, over a 10 kb region, segmented into 200 bins and is indicated by the heatmap according to the scale bar. (G) Heatmap indicates GR enrichment fold change within identified regions in the liver in response to either PULS or CONS at 140 min and 180 min compared to VEH. Heatmap indicates merged replicate tags (N = 2), data was hierarchically clustered according to fold change (log2) and colour intensity indicates degree of fold change as indicated by the scale bar between -8 to 8 (top right). Total number of genes differentially regulated is indicated bottom left, number of genes in response to infused CORT time point under each lane as well as the percentage of total genes. (H) Table describing the number of significant CORT-regulated enrichments compared to VEH. (I) Venn diagram representing the number of GR binding sites induced by single or multiple CORT infused time points compared to VEH. (J) Graph represents the number of sites induced compared to NADIR_180 by a single or combination of PEAK_140 and CONS time points. Y-axis of the vertical bar graph indicates number of sites whilst the dot directly below a bar represent if a site was enriched by a single (black), two (blue) or three (green) CORT infused time points. Horizontal bar graph indicates the number of sites enriched by each CORT infused time point. (K) Table of the top 6 significantly over-represented sequences within CORT-regulated GR sites to VEH control. Score indicates degree of similarity between *de novo* and known motif sequences and motif base logo indicates specific probability (s.p.) of base occurrence. (L-M) Of the most significant motifs, histograms report the intensity and distribution of the (L) GRE (black), CEBPA (Blue), HNF4α (red), (M) STAT5 (purple), FOXM1 (green) and AR half-site (grey) motifs 1 kb in either direction from the centre of identified GR enriched regions.

Hierarchical clustering (Fig 2G) revealed the global extent of transient GR binding in liver during PULS. 

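At the 3131 regions raised at PEAK_140, the median excess over the VEH mean on the log2 scale was 4.77 and 4.49 in the 2 PEAK_140 libraries and 1.54 and 0.31 in the 2 NADIR_180 libraries. In the CONS_140 libraries it was 4.22 and 3.58, and in the CONS_180 libraries 3.92 and 3.86. The 2 VEH libraries lay 0.09 above and below their mean. These regions were chosen on PEAK_140 against VEH, so the values of those 2 groups are not independent of the choice. The difference of 1.23 between the NADIR_180 libraries was larger than that within any other group.

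**Figure D1:**
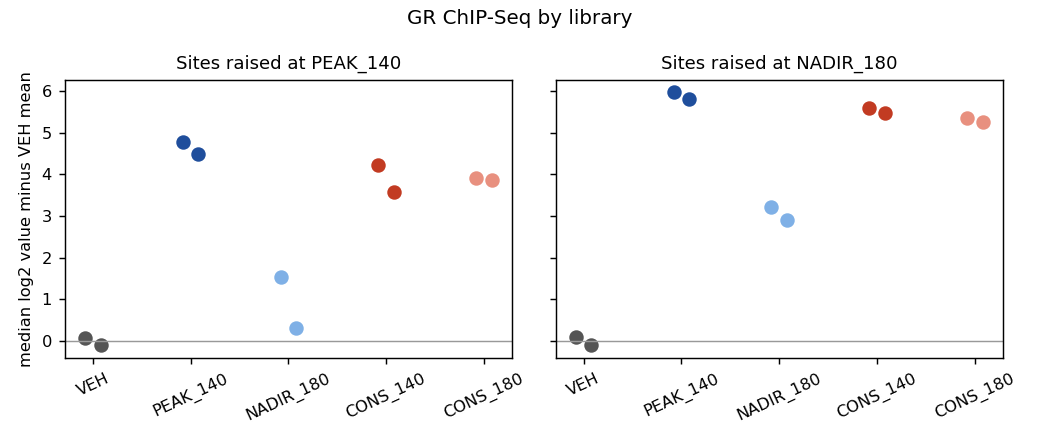
GR signal by library, as the median over regions of the log2 value minus the VEH mean (y-axis), for the regions raised at PEAK_140 (left, 3131 regions) and at NADIR_180 (right, 296 regions). Each point is 1 library (n = 2 per group); at the regions raised at PEAK_140 the NADIR_180 libraries sit at 1.54 and 0.31, between VEH and the other 3 CORT infused groups.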

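At PEAK_140, 3131 regions were raised over VEH, with a median log2 fold change of 4.59, and both PEAK_140 libraries exceeded both VEH libraries at all of them. At NADIR_180, 296 regions were raised, with a median of 3.13, and the paper's reported number of raised sites there is 0. Of the 296, 295 were also raised at PEAK_140 and 273 were lower than at PEAK_140 in the direct comparison. The NADIR_180 calls depended on the fit: 151 regions remained changed at an adjusted p below 0.01, and 0 were changed when only the 4 NADIR_180 and VEH libraries entered the fit (466 at an unadjusted p below 0.05) or when libraries were centred on their medians (455). The peak lists, which do not depend on these tests, held 3210 peaks for PEAK_140, 73 for NADIR_180 and 118 for VEH, and 64.4% of the NADIR_180 peaks overlapped a VEH peak. From the number of sites at the pulse peak against that at the nadir, the paper concludes that GR binding was robust, transient and synchronised to the CORT pulse.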

Of the total 3,098 identified binding sites, 2,658 were enriched (relative to VEH) at the PEAK_140 time point, whereas none were significantly detected at NADIR_180 (Fig 2H), indicating robust and transient GR binding synchronised to the CORT pulse peak. At CONS_140, approximately half the number (1,273 sites) were enriched (relative to VEH) compared to the matched PULS time point, however, in stark contrast to the complete lack of enriched sites at NADIR_180 to VEH, 1,953 binding sites were detected at CONS_180 (Fig 2G and 2H). 

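Relative to VEH, 2575 regions were raised at CONS_140 (median log2 fold change 4.26) and 2702 at CONS_180 (median 4.13). The authors' peak lists held 1723 peaks for CONS_140 and 2428 for CONS_180. The 2 CONS_140 libraries differed in depth (6715803 and 3663062 total tags), and 3.27% and 24.4% of regions in them were taken to be at the floor.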

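In the direct comparison of CONS_140 with CONS_180, 0 regions passed both thresholds, 194 had an unadjusted p below 0.05, and the median log2 difference over all regions was 0.15. Leaving out the trend, limiting the fit to the 4 libraries, dropping the fold change threshold and fitting the replicate number as a block also gave 0 regions, while centring gave 1.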

Despite the increase in number of enriched sites detected at 180 min compared to 140 min of CONS, only 79 of these were found to be significantly differentially enriched in a direct comparison between time points (Figs 2J and S3C), indicating sustained enrichment over time at majority of sites during CONS.

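Of the 3350 regions raised over VEH in any group, 67.2% were raised at PEAK_140, CONS_140 and CONS_180 together, and this set includes the 8.81% that were raised at NADIR_180 as well. With each library centred on its median, which removes a rise shared by most regions, the share was 29.1%. Because all 3 comparisons use the same VEH libraries, some overlap arises without any effect. In simulated unchanged libraries, with 1 simulated VEH group shared by the comparisons, 4.03% of the regions raised at an unadjusted p below 0.05 in any of the 3 comparisons were so in all 3, compared with 68.9% in the data. The correlation of log2 fold changes across regions between PEAK_140 and CONS_180 was 0.500 on average, as sharing a control of equal size gives, against 0.815 in the data. In the peak lists, 62.6% of PEAK_140 peaks overlapped a CONS_180 peak by at least 1 b and 41.9% overlapped a CONS_140 peak.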

As shown in the Venn diagram (Fig 2I), the largest proportion of GR binding sites (33.4%), were commonly enriched between PEAK_140, CONS_140 and CONS_180 time points. Almost a third of total sites were uniquely enriched at PEAK_140 (31.0%), whilst just a small proportion were unique to CONS (12.6%), and an even smaller proportion were exclusively associated with either CONS_140 (3.0%) or CONS_180 (7.6%).

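Raised at PEAK_140 and in no other group were 403 regions, 12.0% of the 3350. CONS_140 alone accounted for 2.54%, CONS_180 alone for 1.61% and both CONS time points without PEAK_140 or NADIR_180 for 2.36%. The regions raised only at PEAK_140 were not shown to differ from CONS by the fit used here, since 0 of the 403 passed the thresholds in PEAK_140 against CONS_140 or in PEAK_140 against CONS_180. At these regions the median log2 difference between PEAK_140 and CONS_140 was 2.14, and the median log2 fold changes over VEH were 1.50 at CONS_140 and 1.55 at CONS_180. The CONS_180 value was above VEH at 94.3% of them.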

Interestingly, a very small number of sites were found to have reduced enrichment of GR (relative to VEH), 50 at PEAK_140 (1.6% of all enriched sites), 10 at CONS_140 (0.3%) and 9 at CONS_180 (0.3%). 

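Regions lowered relative to VEH numbered 73 at PEAK_140, 14 at NADIR_180, 15 at CONS_140 and 12 at CONS_180. The median log2 fold change of the 73 was -3.89, and 95.9% of them were taken to be at the floor in both PEAK_140 libraries. The largest decrease was at a region in an intron on chromosome 19 (57975287 to 57975439), with a log2 fold change of -5.89 (SE 2.29, n = 2 per group, adjusted p = 0.039 from limma).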

Tag density distribution plots support these as regions of enrichment indicative of real binding events (S2F–S2J Fig), although a mechanism explaining how GR binding can be greater in adrenalectomised rather than in CORT treated rat liver is currently not well understood.

Together these data show how ultradian GC-dependent GR binding dynamics alter during constant CORT exposure.

### Lack of evidence for a co-factor that determines differential GR binding dynamics

To identify determinants of liver-specific GR binding, as well as pattern-dependent co-factors, all significantly enriched sites from the GR ChIP-Seq datasets were analysed for over-represented *de novo* motif sequences. Of the top 6, the most confident match (p = e-458) was to the GRE motif (Fig 2K), followed by CEBPA, HNF4a, STAT5, FOXM1 and AR half-site consensus sequences. GRE distribution was most distinctly concentrated at the centre of the identified GR binding regions compared to other motifs (Fig 2L and 2M), further supporting identified enriched regions as direct GR binding sites as well as indicating specificity at the estimated location of GR to DNA interaction. Co-occurrence of HNF4α or STAT5 motifs with GREs was detected in over 50% of GRE-containing regions, while co-occurrence of CEBPA with GREs was detected in over 35% of GRE-containing regions (S4A Fig). As CEBPA has been demonstrated to maintain chromatin accessibility for GR binding in liver [29], together with other transcription factors including HNF4α, our findings most likely reflect these cell type-specific determinants of GR binding in liver rather than their involvement in determining differential responses to patterned GC exposure. The over-representation of STAT5 motifs within GRE-containing regions also likely reflects the known interactions of these two transcription factors in regulating a large number of functional groups of genes in liver [30]. Further interrogation of sequences underlying pattern-dependent GR binding sites was performed to determine whether specific motifs were enriched at sites exclusively induced by either PULS or CONS. Motifs underlying GR binding sites, however, were evenly represented across infusion pattern and times, indicating that differential GR binding patterns are highly unlikely to be determined by associated trans-acting factors (S4B and S4C Fig).

### RNA polymerase II enrichment in target genes is regulated in a pattern-dependent manner

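The pSer2 Pol2 data comprised 10 libraries from rat liver, 2 for each of PEAK_140, NADIR_180, CONS_140, CONS_180 and VEH, with 1 VEH library from each time point. Serine 2 phosphorylation marks polymerase that is elongating through a gene. Total tags per library were 7953030 and 5904816 for VEH, 5666339 and 6421773 for PEAK_140, 5952158 and 6704747 for NADIR_180, 9326927 and 8923921 for CONS_140, and 7780125 and 4938473 for CONS_180. The authors counted tags over coding regions longer than 320 b, limited to 10 kb from the TSS, subtracted input tags and normalised to total tags. The deposited values were on a log2 scale and drawn towards the region's mean at low tags. Of 60999 regions, 38315 had tags in any library, and these were compared with limma as for GR, with 1 spread per region from all 10 libraries. For each of the 26426 genes, the region with the greatest fold change among those called was kept, as the paper describes. Comparisons between CORT infused groups were counted among the genes called against VEH in any group. When changes of 1 to 2 on the log2 scale between PEAK_140 and VEH were simulated at 200 regions, 65.5% were called. Counts of changed genes rest on the spread shared by all groups: with only the 4 libraries of each comparison in the fit, 0 genes were changed at PEAK_140, NADIR_180 or CONS_140 (1923, 844 and 1141 regions at an unadjusted p below 0.05) and 5 at CONS_180.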

To investigate if the observed changes in CORT pattern-dependent GR binding modulates transcriptional activity, liver chromatin samples were immunoprecipitated using an antibody specific for a phosphorylated serine 2 residue on the carboxy terminal domain of RNAPol2 (pSer2 Pol2). As the pSer2 Pol2 is associated with the actively transcribing complex [31,32], intragenic occupancy data serves as a proxy for active transcription at the level of the chromatin.

pSer2 Pol2 occupancy exhibited dynamic regulation in a CORT time-dependent and pattern-dependent manner that was reflective of the GR binding patterns observed. PEAK_140 induced transcriptional changes in the largest proportion of total regulated genes (553 genes) whilst intragenic pSer2 Pol2 occupancy mostly returned to basal levels at NADIR_180 (for 449 genes) with the exception of 104 genes (Fig 3A, 3D and 3E). 

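At PEAK_140, pSer2 Pol2 occupancy was changed for 166 genes relative to VEH, and at NADIR_180 for 1 gene, with 555 regions at an unadjusted p below 0.05 at NADIR_180. Of the 240 genes changed in any group, 98 (40.8%) were changed at PEAK_140 alone, 70 (29.2%) at CONS_140 alone and 29 (12.1%) at PEAK_140, CONS_140 and CONS_180. The single gene changed at NADIR_180 was Insig1 (chromosome 4, 342302 to 350515), with a log2 fold change of -2.57 (SE 0.27, n = 2 per group, adjusted p = 0.022 from limma), and its change at PEAK_140 was 0.61 (adjusted p = 0.94). Compared directly among these 240 genes, 36 were higher and 37 lower at PEAK_140 than at NADIR_180. Over all regions, whether or not their gene was changed against VEH, 93 were higher and 91 lower. Centring each library on its median raised the counts to 335 genes at PEAK_140 and 6 at NADIR_180.

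**Figure D2:**
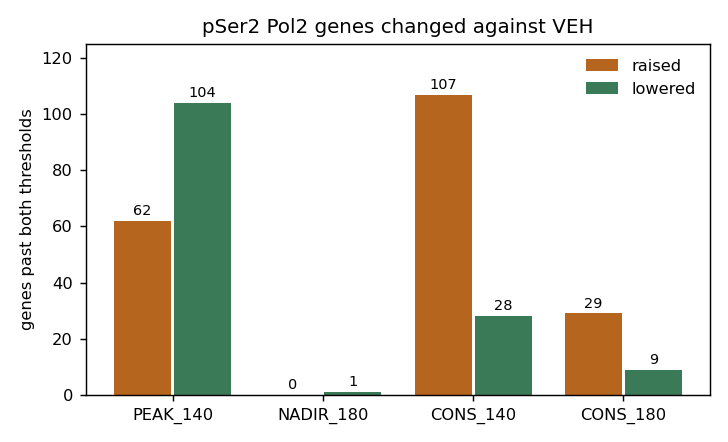
Number of genes (y-axis) with pSer2 Pol2 occupancy raised or lowered relative to VEH in each CORT infused group (x-axis), at an adjusted p below 0.05 and a change of more than 1.5-fold. PEAK_140 had 62 raised and 104 lowered genes, CONS_140 had 107 and 28, CONS_180 had 29 and 9, and NADIR_180 had 0 and 1.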

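Among the 166 genes changed at PEAK_140, 104 were lowered and 62 raised, so that 62.7% were lowered. The median log2 fold change was -2.32 for the lowered genes and 2.69 for the raised genes. The largest decreases were at Fads2 (-6.81, SE 0.88, adjusted p = 0.0046) and Fads1 (-6.03, SE 0.95, adjusted p = 0.011), which lie beside each other on chromosome 1, and at Ephx1 on chromosome 13 (-5.45, SE 0.90, adjusted p = 0.015). The largest increases were at Zbtb16 on chromosome 8 (6.35, SE 0.63, adjusted p = 0.0013), Etnppl on chromosome 2 (5.34, SE 0.49, adjusted p = 0.0012) and Lpin1. Both PEAK_140 libraries lay below both VEH libraries for every lowered gene, and 7.69% of the lowered genes were taken to be at the floor in both PEAK_140 libraries, where the size of the decrease is not bounded. The rule took 0 libraries of Fads2, Fads1 and Ephx1 to be at the floor. Yet Fads1 lay at 2.35, 2.26, 2.17 and 1.93 in CONS_180 replicate 2, PEAK_140 replicates 1 and 2 and CONS_140 replicate 2, falling as depth rose. Cyp51, with 4 libraries at the floor, fell in the same order (3.06, 3.02, 2.99 and 2.90). Values at the floor are therefore not excluded for these genes, and their decreases may not be bounded. The paper reasons from the share of decreased genes that PULS had an inhibitory effect on transcription.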

Interestingly, for both PEAK_140 and NADIR_180, there was decreased pSer2 Pol2 occupancy compared to VEH in approx. 3 out of 4 cases (Fig 3A and 3D) indicating an overall inhibitory transcriptional effect by PULS, although this was far more pronounced at PEAK_140 due to the transient nature of the vast majority of the changes. 

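During CONS, pSer2 Pol2 occupancy was changed relative to VEH for 135 genes at CONS_140 and 38 genes at CONS_180. The 3 groups PEAK_140, CONS_140 and CONS_180 shared 29 changed genes, and 3 genes were changed at both CONS time points and not at PEAK_140. In regions, 18.6% of the 269 raised in any of the 3 were raised in all of them, and the correlation of log2 fold changes across regions between PEAK_140 and CONS_180 was 0.712, against 0.500 on average for unchanged groups simulated with a shared, likewise simulated VEH group.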

During CONS, differential pSer2 Pol2 enrichment relative to VEH was detected at both CONS_140 (254 genes) and CONS_180 (278 genes) (Fig 3A). More genes were up- rather than down-regulated at 140 min (196 and 58 genes respectively), whilst there was a more similar distribution at 180 min (138 and 140 genes respectively) (Fig 3D).

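At CONS_140, 107 genes were raised and 28 lowered. At CONS_180, 29 were raised and 9 lowered, so that 20.7% of the changed genes were lowered at CONS_140 and 23.7% at CONS_180. These shares depended on scaling. The lowered share was larger at CONS_140 with centred libraries. It was also larger at both time points with quantile normalization, chosen after seeing the data. Zbtb16 had the largest increase at both time points, with log2 fold changes of 6.87 and 5.93 (SE 0.63, n = 2 per group, adjusted p = 0.00068 and 0.0026 from limma). Fads2 had the largest decrease at both, with -5.32 and -6.97 (SE 0.88, adjusted p = 0.017 and 0.0089). At CONS_140 its replicates 1 and 2 lay at 5.63 and 1.74, against 9.16 and 8.85 in the VEH libraries. Those of Fabp1, with a change of -4.79, lay at 6.19 and 4.97, against 10.41 and 10.33 in VEH. The size and rank of the Fads2 decrease at CONS_140 therefore depend on replicate 2. As at PEAK_140, values at the floor are not excluded for Fads2, so the sizes of its decreases may not be bounded.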

**Fig 3:**
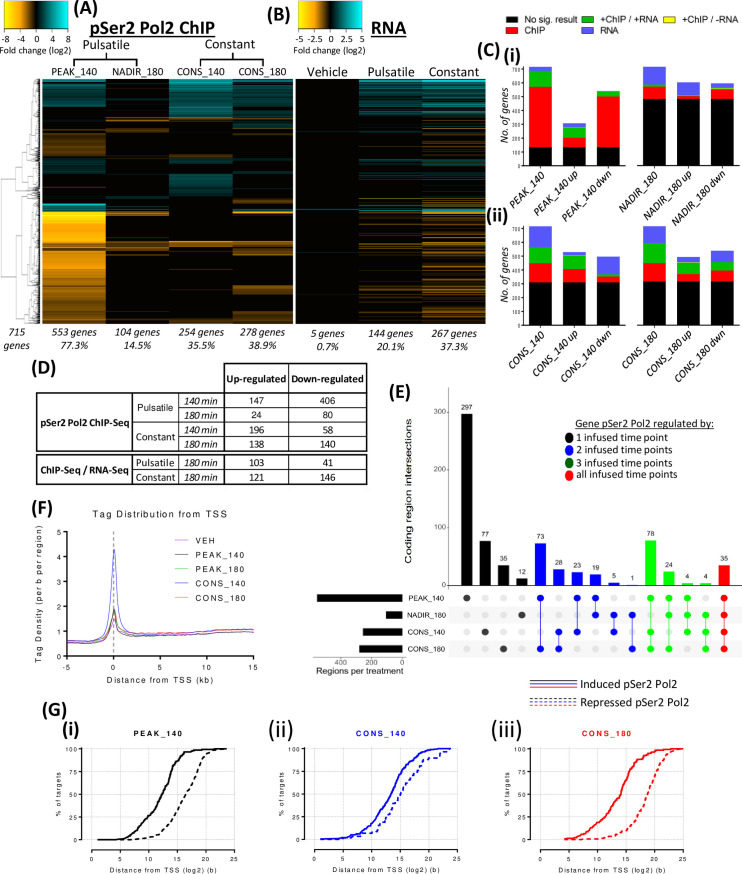
Analysis of pSer2 Pol2 intragenic occupancy in response to PULS or CONS after 140 min and 180 min. Heatmap visualises fold change in intragenic pSer2 Pol2 enrichment at CORT infusion-regulated genes in the liver in response to (A) PULS or CONS at 140 min and 180 min compared to VEH. (B) Fold changes of mRNA transcripts for genes identified by the pSer2 Pol2 analysis in response to pulsatile and constant VEH (left column), pulsatile VEH and CORT (middle) and constant VEH and CORT after 180 min of infusion. Heatmap indicates merged replicate tags (N = 2), data was hierarchically clustered according to fold change (log2) and colour intensity indicates degree of fold change as indicated by the scale bar between -8 to 8 (top left) for pSer2 Pol2 and between -5 to 5 (right of middle) for RNA. Total number of genes differentially regulated is indicated bottom left, number of genes in response to infused CORT time point under each lane as well as the percentage of total genes. (C) Bar graphs represent no. of genes with a significant fold change from the pSer2 Pol2 data (ChIP) and associated mRNA (RNA). Results were split into (i) pulsatile CORT infusion and (ii) constant CORT infusions at both 140 min and 180 min. Bars represent all results from a time point, and then split further into up-regulated and down-regulated results according to pSer2 Pol2 changes. Key indicates significant fold change for pSer2 Pol2 but not mRNA (red), increased or decreased for both pSer2 Pol2 and mRNA (green), opposing for pSer2 Pol2 and mRNA (yellow), mRNA only (blue) and no significant change for either pSer2 Pol2 or mRNA (black), as indicated by the key (top). (D) Table describing the number of significantly increased or decreased pSer2 Pol2 occupied and transcribed genes compared to VEH. (E) Graph represents the number of genes that were regulated in comparison to VEH by a single or combination of PULS and CONS time points. Y-axis of the vertical bar graph indicates the number of genes whilst the dots represent if a gene was enriched by a single (black), two (blue), three (green) or all (red) CORT infused time points. Horizontal bar graph indicates the number of genes enriched by each CORT infused time point. (F) Histogram of tag density distribution -5 kb and +15 kb from the TSS of pSer2 Pol2 differentially regulated genes on the sense strand within coding regions > 10 kb in response to a CORT infused time point. (G) Genes were split by either gain (solid) or loss (dotted) in pSer2 Pol2 occupancy and percentage of total were plotted against the distance to the most proximal GR binding site induced by (i) PEAK_140 (black), (ii) CONS_140 (blue) or (iii) CONS_180 (red) time point.

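The difference in the effect of time between PULS and CONS was tested for pSer2 Pol2 as for GR. It passed both thresholds at 22 regions of 11 genes, 14 regions with a larger fall from 140 min to 180 min during PULS and 8 with the opposite, and 2455 regions had an unadjusted p below 0.05. Among the 11 genes were Lpin1 (log2 difference 4.73, SE 0.67, adjusted p = 0.039) and Got1 (3.10, SE 0.45, adjusted p = 0.042), for which occupancy fell between the pulse peak and nadir and did not change between CONS_140 and CONS_180. The genes with the opposite were Klf12, Insig2, Ces1f, Cyp2a1 and Hal. Their PEAK_140 minus NADIR_180 values were -3.76, -2.76, -2.93, -2.60 and -2.66, and their CONS_140 minus CONS_180 values 0.80, 0.68, 0.38, 0.57 and 0.47. For these genes the opposite is thus mainly a rise from pulse peak to nadir and not a large fall during CONS. With each library centred on its median, 272 regions passed, 148 with the larger fall during PULS and 124 with the opposite, and without a variance trend 55 passed, 21 and 34, so that which direction held more regions depended on the fit.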

Consistent with observed GR binding dynamics, the most robust effect on transcriptional regulation was detected at PEAK_140, in a highly transient profile with a return to basal levels by NADIR_180 in most cases. In contrast, more moderate changes were detected with CONS, with lower fold change and fewer genes affected and sustained across both time points (Figs 3A, S3D, S3E and S3F).

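Between CONS_140 and CONS_180, 0 regions passed the thresholds (1134 at an unadjusted p below 0.05), so the number of genes that differed was 0. This number was 2 when the replicate number, which pairs the pSer2 Pol2 libraries, was fitted as a block, 7 with centred libraries, 13 with regions above the floor and 12 with the upper regions by mean value, and each of these genes was lower at CONS_140. The median log2 fold change of the raised genes was 2.69 at PEAK_140, 2.30 at CONS_140 and 2.76 at CONS_180, and that of the lowered genes was -2.32, -2.99 and -3.59. Because each median covers the genes called in its own comparison, they do not compare the same genes. In the direct comparison of PEAK_140 with CONS_140 among the genes changed against VEH, 1 gene was higher and 4 were lower at PEAK_140, and this number was 71 when the replicate number was fitted as a block and 85 with centred libraries. Over all regions, 2 were higher and 8 lower in the main fit.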

### Comparative mRNA expression analysis

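The RNA-Seq data comprised 12 liver libraries taken at 180 min, 3 for each of pulsatile CORT, constant CORT, pulsatile VEH and constant VEH infusion. Reads assigned to genes numbered 3956379 to 5320686 per library for pulsatile CORT (median 4164440), 4809736 to 5371883 for pulsatile VEH (median 5173682), 4850277 to 6974653 for constant CORT (median 5659737) and 4711659 to 7777219 for constant VEH (median 5820426). The authors deposited whole read counts for 22929 genes, without normalization, together with tables of their own DESeq2 comparisons. The methods describe counting of exonic reads, but 1468 of the 15536 genes in the authors' comparison tables are not in the count table, and the counts were not proportional to the mean counts in those tables, so the set of reads behind the count table is not established. Here the 14092 genes with more than 10 reads over the 12 libraries were tested with edgeR (TMM normalization and quasi-likelihood test), with all 12 libraries in 1 fit, at an adjusted p below 0.05 and a change of more than 1.5-fold. PULS and CONS refer to CORT against VEH infused in the same pattern. When changes of 1 to 2 on the log2 scale by PULS were simulated at 200 genes, 67.0% were called.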

To assess the impact of the observed highly dynamic patterns of pSer2 Pol2 occupancy to the liver transcriptome, we performed RNA-Seq expression analysis on liver samples collected at 180 min PULS and CONS. The analysis revealed differential mRNA expression (relative to VEH) for 282 of the genes identified as differentially occupied by pSer2 Pol2 (39.6% of ChIP targets) (Figs 3B, 3D and S5). 

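Of the 240 genes with changed pSer2 Pol2 occupancy in any group, 228 were tested in the RNA data, and mRNA of 170 (70.8% of the 240) was changed by PULS or CONS. Among the 11315 other genes with a pSer2 Pol2 region, 1161 (10.3%) were changed, an odds ratio of 25.6 (95% confidence interval 18.8 to 35.4, p = 2.5e-112 from Fisher's exact test, two-sided). Genes are not independent replicates, so this p describes the table of genes and not variation between animals. Limiting the pSer2 Pol2 calls to regions with tags in the 4 libraries compared gave 339 genes and the lowest share, 59.6%.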

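Among the 159 genes changed at PEAK_140 and tested in RNA, the sign of the PULS log2 fold change in mRNA was that of the pSer2 Pol2 change for 88.7%, compared with 94.6% of 129 genes changed at CONS_140 and 100% of 38 changed at CONS_180 with the CONS mRNA change. The 98 genes lowered at PEAK_140 had a median mRNA log2 fold change of -0.33 by PULS, with a median SE of 0.19, and 84 of them (85.7%) were below 0. Past both thresholds were 18 of the 98 (18.4%). The 61 genes raised at PEAK_140 had a median of 1.22, with a median SE of 0.21, and the share past both thresholds in the same direction differed between raised and lowered genes (p = 1.9e-10 from Fisher's exact test, two-sided, over genes).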

Whilst the direction of change in pSer2 Pol2 occupancy and RNA expression was found to be largely similar across data sets (Figs 3B, 3D and S5), there was an interesting exception; the pronounced transient decrease in pSer2 Pol2 occupancy observed at PEAK_140 did not result in significantly reduced mRNA expression levels at 180 min, for the majority of cases. 

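Of the 98 genes lowered at PEAK_140 and tested in RNA, mRNA of 18 was lowered by PULS, mRNA of 1 was raised, and the rest did not pass the thresholds. By CONS, mRNA of 58 of these 98 genes was lowered, with a median log2 fold change of -0.80, although the genes had been chosen on PULS.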

Transient reduction was observed in 406 of 453 pSer2 Pol2 differentially occupied genes at PEAK_140 and at 180 min, whilst just 41 of the 144 genes expressions were reduced in the RNA. Interestingly, the transient increased pSer2 Pol2 occupancy of 147 genes at PEAK_140 was followed by increased mRNA expression for 103 genes at 180 min (Figs 3C and S5). 

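Of the 61 genes raised at PEAK_140 and tested in RNA, mRNA of 42 (68.9%) was raised by PULS and mRNA of 0 was lowered. By CONS, mRNA of 49 of the 61 was raised and of 2 lowered, with a median log2 fold change of 1.88. Fitting the RNA counts with DESeq2 in place of edgeR gave 43 of 61 raised by PULS.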

Whilst in stark contrast, CONS decreases in pSer2 Pol2 occupancy between 140–180 min were faithfully accompanied by a significant down-regulation of mRNA at 180mins (146 genes), as was an approx. equal number of up-regulated genes (121 genes) compared to VEH (Figs 3C and S5). 

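Of 27 genes lowered at CONS_140 and tested in RNA, mRNA of 15 (55.6%) was lowered by CONS, and of 9 genes lowered at CONS_180, mRNA of 6 (66.7%) was lowered. The corresponding numbers for raised genes were 87 of 102 (85.3%) at CONS_140 and 28 of 29 (96.6%) at CONS_180. Over both time points together, mRNA was lowered by CONS for 17 genes with lowered occupancy and raised for 89 with raised occupancy. The share of raised and lowered genes with an mRNA change past the thresholds in the same direction differed at CONS_140 (p = 0.0023) and at CONS_180 (p = 0.035), each by a two-sided Fisher's exact test over genes. When only pSer2 Pol2 regions above the floor were tested, the difference was not detected at CONS_180 (52 of 66 raised and 19 of 27 lowered, p = 0.43 from the same Fisher's exact test) and remained at CONS_140 (p = 0.021).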

Globally, 1,105 mRNA transcripts were differentially expressed by CORT infusion, CONS differentially regulated 990 compared to 419 by PULS, representing 89.6% and 37.9% of all transcripts respectively (S6A Fig). Additionally, 679 of these transcripts were differentially expressed by CONS only and no other infused condition, whilst PULS induced 109 (S6B Fig). 

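PULS changed mRNA of 596 genes and CONS of 1297, and 1539 genes were changed by either, of which 38.7% were changed by PULS and 84.3% by CONS. With each library left out in turn, the number ranged from 336 to 483 for PULS and from 998 to 1224 for CONS. Pulsatile and constant VEH differed at 0 genes (1286 at an unadjusted p below 0.05). With all 6 VEH libraries as the control, PULS changed 622 genes and CONS 1306.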

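Changed by both patterns were 354 genes, all 354 in the same direction, while 943 passed the thresholds for CONS only and 242 for PULS only. The split does not show that the patterns differed at these genes. In a direct test of the CONS against the PULS response, 4 genes passed, namely Psmb8, Csrp1 and Cyp2c22 with a lower and Ppargc1a with a higher response to CONS, and 2 of the CONS-only and 1 of the PULS-only genes were among them. Of the CONS-only genes, 84.2% had the same sign under PULS. The direct test depended on the processing, with 9 genes, the 4 among them, when the replicate number was fitted as a block, 215 genes under DESeq2 and between 1 and 289 when single libraries were left out.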

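By PULS, mRNA of 252 genes was raised and of 344 lowered, and by CONS mRNA of 627 was raised and of 670 lowered. With all 6 VEH libraries as the control, the numbers were 294 raised and 328 lowered by PULS and 615 raised and 691 lowered by CONS. The largest increase under both patterns was at AABR07015559.1, which had 208 reads in the 3 pulsatile CORT libraries and 536 in the 3 constant CORT libraries against 2 reads in each VEH group. This amounts to 119-fold for PULS (95% counting interval 32.5 to 988) and 281-fold for CONS (77.3 to 2320), intervals that cover counting error only. The largest fitted decreases included Rims1 under PULS, a gene with few reads (0 reads against 40, at least 11.7-fold lower, and at least 2.69-fold lower without pulsatile VEH replicate 1, which held 34 of the 40), and Lcn2 under CONS (log2 fold change -5.90), for which the constant VEH libraries had a mean of 47.3 CPM with an SD of 79.3 and whose change ranged from -6.51 to -0.99 with single libraries left out.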

The similarity between CONS regulation of total RNA-Seq data and the pSer2 Pol2 cohort is intriguing, as globally PULS was overly activatory (277 up- as opposed to 142 down-regulated) whilst CONS was equally activatory and inhibitory (497 up- to 493 down-regulated) of mRNA at 180 min despite the greater number of differentially expressed mRNA. Together, these data indicate transient increases, as opposed to decreases, in pSer2 Pol2 occupancy at PEAK_140 are more reflective of increased levels of mRNA at 180 min for PULS whilst CONS is a stronger transcriptional modulator for both up- and down-regulation.

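Over 1152 genes chosen on the PULS and CONS responses together, 498 raised and 654 lowered, the median size of the mRNA log2 fold change was 0.85 for PULS and 1.08 for CONS, and the response to CONS was the larger one at 68.5% of genes. The median difference in size was 0.24. When libraries were regrouped between the patterns within CORT and within VEH, 16 of 200 regroupings gave a median difference as large (p = 0.08, permutation test), among them 14 of the 80 that, as the real grouping does, part all 3 pairs of same-numbered CORT libraries, so a larger response to CONS was not separable from the spread between libraries. From its pSer2 Pol2 and RNA data together, the paper reasons that increases at PEAK_140 are more reflective of mRNA than decreases and that CONS modulates transcription more strongly.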

The pSer2 Pol2 ChIP-seq data analysis may provide some insight, as despite PEAK_140 inducing the greater change in pSer2 Pol2 regulation, the changes are short-lived and highly transient, while the lower but sustained pSer2 Pol2 regulation by CONS has greater effects on mRNA expression levels, highlighting the complexity of regulation in this highly dynamic system.

### RNAPol2 dynamics reveal evidence for a promoter-proximal pausing model as well as a relationship between increased or decreased occupancy predicated by the proximity of an enriched GR binding site

Tag density distribution from the TSS of sense strand coded regions > 10 kb, revealed distinct increased density between +35 b to +95 b from the TSS across all datasets irrespective of treatment or time point (Fig 3F). As the pSer2 Pol2 complex is associated with the actively transcribing complex throughout the coding region [31,32], this pattern of enrichment may represent stalled complexes, as proposed within the bimodal, promoter-pausing model of transcription [33,34].

Additionally, an interesting relationship was observed in our data, irrespective of the CORT infused condition (Fig 3G). 

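For each gene with changed pSer2 Pol2 occupancy, the distance was taken from the TSS of its counted region to the centre of the nearest GR site raised over VEH in the same group. A raised site lay within 50 kb of 96.8% of the genes raised at PEAK_140 and 38.5% of those lowered. At CONS_140 the shares were 89.7% and 28.6%, and at CONS_180 they were 96.6% and 11.1%.

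**Figure D3:**
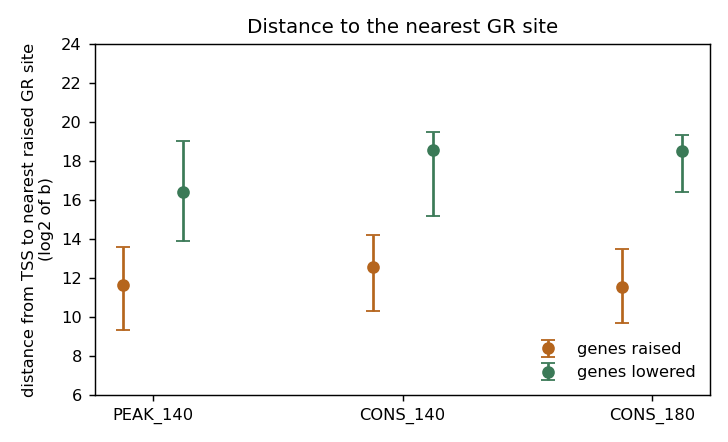
Distance from the TSS to the nearest raised GR site on a log2 scale of b (y-axis), for genes with raised or lowered pSer2 Pol2 occupancy in each group (x-axis). Points are medians and bars span the 25th to the 75th percentile; at PEAK_140 the medians were 11.64 for raised and 16.41 for lowered genes.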

When distance of the most proximal GR binding site to a CORT-regulated TSS was plotted against either increased or decreased pSer2 Pol2 occupied genes, the 25^th^ percentile was closer (9.81 b (log2)) for increasingly compared to decreasingly occupied targets (14.29 b (log2)) in response to PEAK_140 (Fig 3G(i)). 

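At PEAK_140, the 25th percentile of the distance was 9.35 b (log2) for the 62 raised genes and 13.90 b (log2) for the 104 lowered genes. The medians were 11.64 and 16.41, a difference of -4.77 (p = 1e-05 from a two-sided permutation test over genes with 100000 resamples, the smallest it can give). Genes are not independent replicates. Compared with unchanged genes of a similar VEH level, the raised genes were at a median difference of -5.12 on the log2 scale (p = 1e-05), whereas the lowered genes lay 0.85 farther (p = 0.09, both from the same permutation test) and did not differ detectably.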

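At CONS_140, the median distance was 12.58 b (log2) for 107 raised and 18.57 for 28 lowered genes, a difference of -6.00 (p = 1e-05 from the same permutation test, the smallest it can give). At CONS_180, it was 11.52 for 29 raised and 18.51 for 9 lowered genes, a difference of -6.99 (p = 4e-05 from that permutation test). Compared with unchanged genes of a similar VEH level, lowered genes lay farther from a raised GR site by 4.45 at CONS_140 (p = 1e-05) and by 4.80 at CONS_180 (p = 0.0089), again from permutation tests over genes.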

Similar relationships were observed throughout the percentiles as well as in response to either CONS time point (Fig 3G). It should be noted there were reduced differences in response to CONS_140 due to the overall increased transcriptional recruitment compared to other infused conditions (Fig 3G(ii)). This is consistent with similar mRNA data in A549 cells, however, mechanisms underpinning the observation are not yet understood [35].

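The 25th percentile of the distance was 10.29 b (log2) for raised and 15.15 for lowered genes at CONS_140, and 9.67 and 16.42 at CONS_180. When all 3981 GR regions were used in place of those raised in the same group, the difference in medians was -1.42 at CONS_140 (p = 0.067 from the permutation test), compared with -4.49 at PEAK_140 and -7.40 at CONS_180.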

### Functional pathway analysis reveals evidence for differential regulation of key metabolic pathways

Pathway analysis was performed using pSer2 Pol2 significant fold changes as a proxy for transcriptional change and according to published data, significant predictions of activation (z-score ≥ 2) or inhibition (z-score ≤ -2) were calculated. Trends (z-score 1–2) of transient activation during pulsatile infusion (synchronised to PEAK_140) but sustained during constant infusion (across both CONS_140 and CONS_180 time points) were evident for pathways regulating inflammation of liver, concentration of glucose, quantity of glycogen and carbohydrate (Fig 4A). Interestingly, there was a juxtaposition between necrosis and cell death of hepatoma cell lines, with proliferation of liver cells which was further compounded by the CONS only activation of liver growth (Fig 4B). Taken together, these data indicate that glucose and carbohydrate metabolism, as well as hepatocyte cell turn over were more strongly associated with CONS exposure compared to the same dose of PULS. This is most strongly observed within the super-pathway of methionine degradation (Fig 4A), as it was significantly predicted to be activated at PEAK_140 (z-score 2.24), CONS_140 (z-score 2.45) and CONS_180 (z-score 2.45). This prolonged prediction of activation could induce greater degradation of methionine, compared to the transient activation in response to PULS.

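The data hold 6 genes that the paper's supplementary data list under the superpathway of methionine degradation, namely Ahcy, Bhmt, Cbs, Cdo1, Got1 and Mat1a. pSer2 Pol2 occupancy was raised relative to VEH for 3 of them at PEAK_140, 0 at NADIR_180, 4 at CONS_140 and 3 at CONS_180, and for 6, 0, 6 and 6 when adjusted over the list alone, while 0 were lowered over all regions and 1 was lowered at NADIR_180 over the list alone (Got1, -1.28). This list was chosen by the study on these libraries, so the second set of counts is not independent evidence. The median log2 fold changes of the list were 1.46, 0.21, 1.81 and 1.54. Bhmt (chromosome 2) had values of 1.61, 0.40, 2.01 and 2.05 at the 4 time points (SE 0.23 each, n = 2 per group). In mRNA, 5 of the 6 were raised by PULS and 5 by CONS. Bhmt rose by PULS (1.44, SE 0.24, adjusted p = 0.0021) and did not pass by CONS (0.47, SE 0.24, adjusted p = 0.22), a difference between the patterns that did not pass when tested (adjusted p = 0.22). Got1 rose further by CONS (3.21, SE 0.21, adjusted p = 8.6e-08) than by PULS (1.67, SE 0.20, adjusted p = 0.00016), and this difference (1.54, SE 0.28) did not pass either (adjusted p = 0.058).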

**Fig 4:**
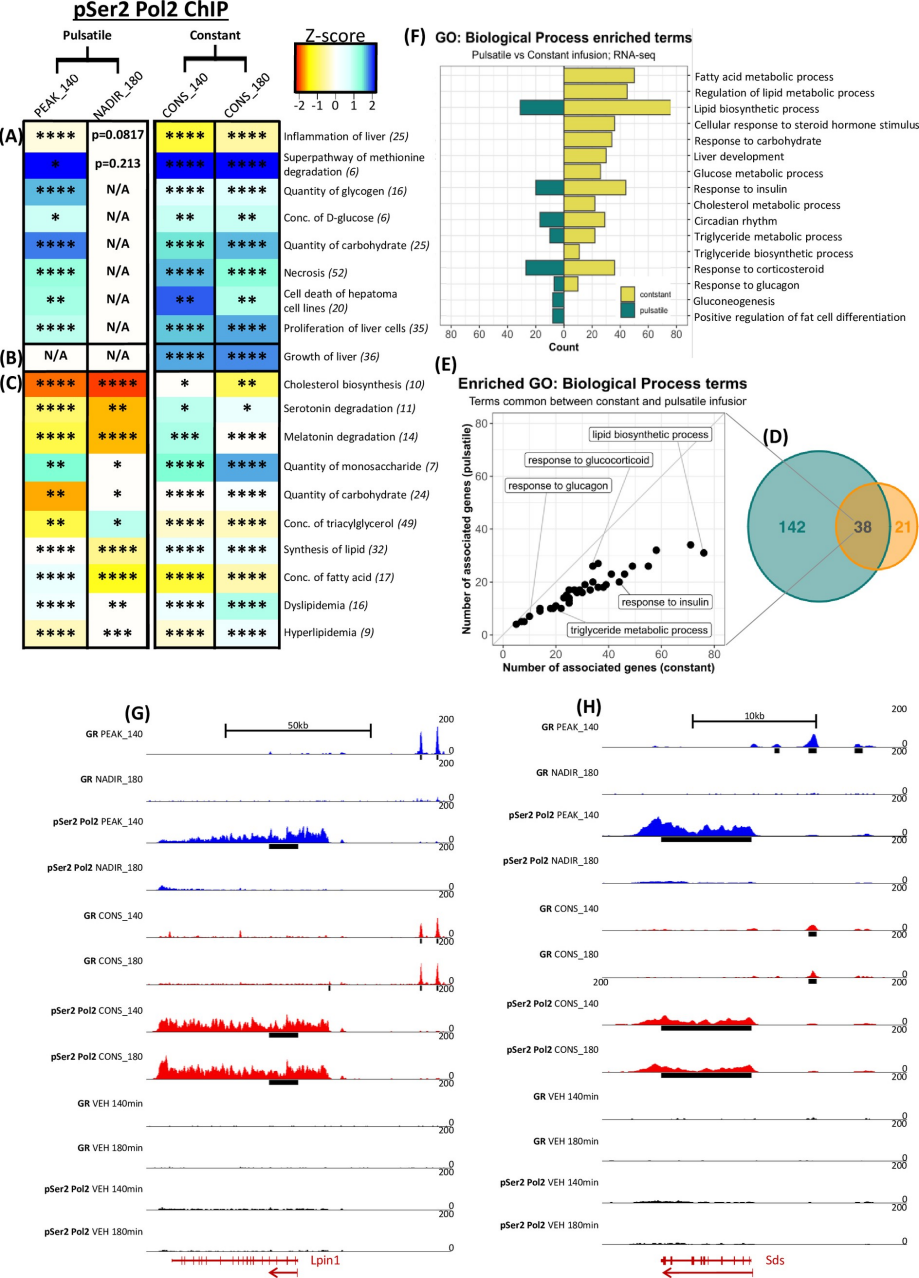
Pathway analysis of differentially regulated genes reveal dynamically CORT-regulated metabolic pathways and targets. (A-C) Heatmap list pathways identified as enriched for pSer2 Pol2 differentially occupied genes (total no. of genes indicated in brackets) in response to patterned CORT infusion at 140 min and 180 min compared to VEH. Pathways were sorted into (A) transiently enriched by PULS and sustained by CONS, (B) enriched by CONS only and (C) enriched at each time point for both infusion patterns VEH. Pathways enriched for significant changes in pSer2 Pol2 occupied genes, is indicated by p-value * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001. Predicted activation of a pathway is indicated by a significant positive (≥ 2) z-score, whilst inhibition indicated by a negative (≤ -2) z-score as visualised by the colour intensity according to scale bar between -2 to 2. (D) Scaled Venn diagram representing the number of pathways identified with an over-representation of genes regulated by either pulsatile (orange), constant (blue) or both patterns of CORT compared to VEH from the RNA-Seq data set. (E) Within pathways enriched for pulsatile and constant CORT-pattern-regulated genes, number of genes within each pathway were plotted for either patterned CORT infusion. (F) Key metabolic pathways enriched for CORT regulated genes was selected and number of genes plotted in response to either pulsatile (left green) or constant (right yellow) infusions. Pathway analysis was applied to global RNA-Seq data and over-representation analysis calculated from genes with a log2 fold change > 0.585 and adjusted p-value < 0.05. (G,H) Both GR and pSer2 Pol2 tag density distribution was visualised using the UCSC genome browser within and extending from the TSS and 3’ end of three GC-regulated targets in response to PULS (blue), CONS (red) and VEH (black) after 140 min and 180 min. (G) Three GR enriched sites -2 kb, -5 kb and -8.5 kb from the TSS of *Sds* were detected; the -5 kb of which was enriched at PEAK_140, CONS_140 and CONS_180 whilst the other two at PEAK_140 only. pSer2 Pol2 intragenic enrichment was increased in a similarly responsive manner. Data visualised over a chr12: 41,617,378–41,633,829 region. (H) Two similarly patterned enriched GR binding sites were detected -42 kb and -48 kb of the *Lpin1* TSS as was increased pSer2 Pol2 intragenic enrichment. Data visualised over a chr6: 41,789,357–41,899,861 region. Data visualised over a chr7: 102,581,386–102,596,166 region. All data was merged from two replicates and regions of CORT induced changes in enrichment to VEH are indicated by black bar below individual tracks. y-axis set to 0–200 and locations of introns and exons (maroon blocks) according to Ensembl rn6 co-ordinates are indicated as transcribed from the anti-sense strand (right to left–arrow) at the bottom.

Other trends of activation / inhibition were predicted for pathways regulating levels of serotonin, melatonin, monosaccharides, triacylglycerols, lipids and fatty acids (Fig 4C). In particular, significantly predicted inhibition of cholesterol biosynthesis was reported at the NADIR_180 (z-score -2) with an accompanied strong trend at PEAK-140 (z-score -1.89), whereas no prediction was made for CONS_140 and a reduced trend at CONS_180 (Z-score -1), indicating the potential for reduced cholesterol levels in response to PULS. 

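Of 8 genes that the supplementary data list under cholesterol biosynthesis, pSer2 Pol2 occupancy was lowered for 4 at PEAK_140 (Cyp51, Fdft1, Nsdhl and Sc5d), and 0 were changed at NADIR_180, CONS_140 or CONS_180. Adjusted over the list alone, 7 were lowered at PEAK_140, 0 at NADIR_180, 5 at CONS_140 and 6 at CONS_180, and because the study chose the list on these libraries these counts are not independent evidence. The median log2 fold changes were -2.35, -0.84, -1.21 and -1.32. At Cyp51, 4 of the 10 libraries were taken to be at the floor. In mRNA, 0 of the 8 were changed by PULS and 7 were lowered by CONS, led by Msmo1 (-1.79, SE 0.30, adjusted p = 0.00077). A list of sterol biosynthesis genes written before the data were examined gave the same directions: its median pSer2 Pol2 log2 fold change was -1.25 at PEAK_140 (adjusted p = 1.1e-21 from limma's camera test), -0.79 at NADIR_180 (adjusted p = 6.6e-33) and -0.97 at CONS_180 (adjusted p = 9.4e-19), with 24 genes. Under limma's fry test, which estimates the correlation between genes, 0 of these 3 passed (adjusted p = 0.069, adjusted p = 0.084 and adjusted p = 0.14), of which PEAK_140 alone was below 0.05 before adjustment.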

Pathways of dyslipidemia and hyperlipidemia were also enriched for CORT-regulated genes, corroborating the known relationship between GCs and these conditions.

Addition to these powerful and novel insights into dynamic CORT regulated genomic transcriptional activity, we further investigated whether changes to the mRNA transcriptome were also detectable in related metabolic pathways. 

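Gene ontology enrichment was not repeated, and the term lists of the paper's supplementary data were instead looked up in the RNA results. Of the genes in those lists that could be matched, more were changed by CONS than by PULS for each of the 14 terms of Fig. 4F that the supplementary data hold. The lists were made by the study from genes changed in these libraries, so the shares describe how the lists behave in the count table and are not independent evidence.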

Gene ontology analysis of the 1,126 differentially expressed mRNA identified 59 pathways enriched by PULS regulated targets, whilst CONS regulated targets were enriched in a greatly increased total of 179 pathways (Fig 4D). CONS was observed to have a greater transcriptional effect as 38 out of the 59 pathways enriched for PULS regulated targets were also identified in response to CONS with a greater number of CONS regulated genes associated for each pathway (Fig 4E).

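For the terms that the study listed under both patterns, PULS changed 31.9% and CONS 80.9% of 47 matched genes for response to insulin, 33.3% and 83.3% of 30 for circadian rhythm, and 51.4% and 78.4% of 37 for response to corticosteroid. The number of genes past the thresholds in one pattern only does not show a difference between the patterns, and the direct test of that difference passed for 4 genes of the 14092 tested.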

There was a good deal of cross-over between pSer2 Pol2 ChIP and RNA pathway analysis, despite the acute timeframe. Within RNA gene ontology results, pathways of gluconeogenesis, fat cell differentiation and sequestering of triglycerides were enriched for PULS regulated genes whilst triglyceride biosynthesis, liver development and metabolism of glucose, cholesterol, lipid and fatty acids were for CONS (Fig 4F). 

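Among the genes listed for gluconeogenesis, PULS changed 6 of 8 (75.0%) and CONS 7 of 8 (87.5%), and for positive regulation of fat cell differentiation 4 and 6 of 8. Among the genes listed for fatty acid metabolic process, PULS changed 14 of 50 and CONS 49 of 50. For cholesterol metabolic process the numbers were 3 and 21 of 22, for glucose metabolic process 7 and 23 of 25, for triglyceride biosynthetic process 4 and 10 of 11, and for liver development 14 and 23 of 27.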

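For response to glucagon, 6 of 10 listed genes were changed by PULS and 9 by CONS. For triglyceride metabolic process, 7 of 24 were changed by PULS and 20 by CONS.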

Genes within insulin, glucagon, triglyceride metabolism and circadian rhythm pathways were enriched for both CORT pattern regulated genes, with CONS regulating a greater number within each pathway.

Together, these analyses demonstrate how functional pathways implicated in metabolic pathology could be significantly affected by patterned CORT exposure within a relatively acute 3 hr period.

### Pathway analysis reveals key CORT pattern regulated genes

Based upon pathway analysis, several key genes were identified with robust CORT pattern-dependent pSer2 Pol2 changes in occupancy, as well as proximal GR binding within 50 Kb of their TSS. For example, pSer2 Pol2 occupancy of the key gluconeogenic target serine dehydrogenase (*Sds*) was transiently increased by PULS but sustained by CONS, as was GR enrichment at a site ~-5 kb from the TSS (Fig 4H) which was represented by an increased induction of mRNA expression by CONS compared to PULS (4.2- and 2.8-fold respectively). 

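Of the 9 named genes (Sds, Lpin1, G6pc, Slc37a4, Apob, Myc, Igfbp1, Igf1 and Per1), all except Myc had at least 1 GR site raised at PEAK_140 within 50 kb of the TSS of the gene. pSer2 Pol2 occupancy passed the thresholds as raised for 3 of the 9 at PEAK_140, 4 at CONS_140 and 3 at CONS_180, and as lowered for 1 at CONS_140. Adjusted over the list alone, these numbers were 5, 6 and 5 raised and 2, 2 and 2 lowered, with 1 raised and 1 lowered at NADIR_180 (0 and 0 over all regions), and since the paper chose these genes on the same libraries they are not independent evidence. Per1, which the paper names elsewhere as a CORT target, had 2 GR sites at -3.32 and -1.11 kb that were raised at all 4 time points, including NADIR_180 (log2 fold changes 2.75 and 2.21).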

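Sds lies on the minus strand of chromosome 12 (41620393 to 41627741). Its pSer2 Pol2 log2 fold change over VEH was 3.44 at PEAK_140 (adjusted p = 0.0014), 0.29 at NADIR_180 (adjusted p = 1.00), 2.54 at CONS_140 (adjusted p = 0.0074) and 2.20 at CONS_180 (adjusted p = 0.042), each with SE 0.36 and n = 2 per group, and it fell by 3.15 from PEAK_140 to NADIR_180 (adjusted p = 0.0030). The GR site at -4.92 kb (41632347 to 41632972) had log2 fold changes of 6.09, 0.84, 4.88 and 4.84 at the 4 time points, with both CONS values past the thresholds. The sites at -2.02 and -8.64 kb were raised at PEAK_140, and the first of these also at CONS_180 (3.26, adjusted p = 0.022). Sds mRNA was 33.6 ± 18.9 CPM (SD, n = 3) in pulsatile VEH and 275 ± 24.7 in pulsatile CORT, a log2 fold change of 3.02 (SE 0.41, adjusted p = 0.00045 from edgeR). In constant VEH it was 44.7 ± 23.5 and in constant CORT 765 ± 202, a log2 fold change of 4.11 (SE 0.42, adjusted p = 8.7e-06). The difference between the 2 responses was 1.09 (SE 0.55) and did not pass (adjusted p = 0.43).

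**Figure D4:**
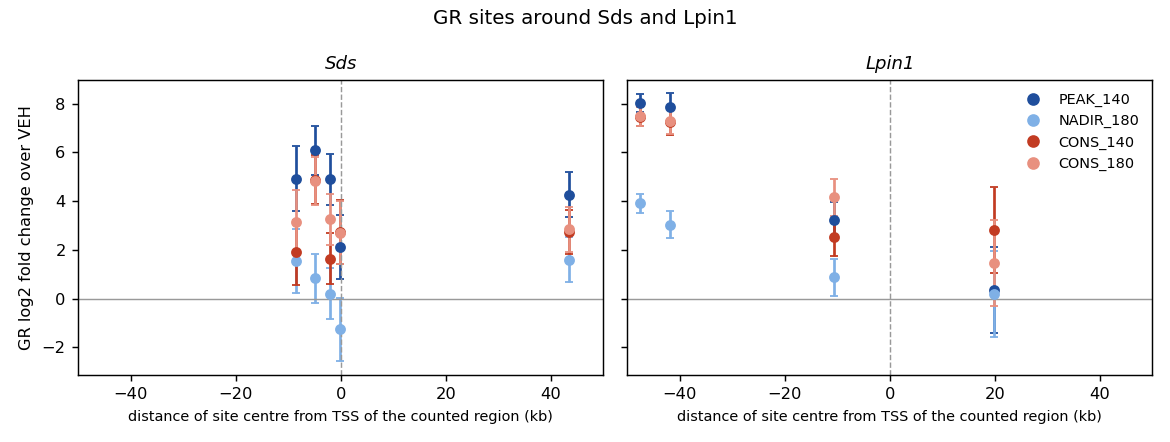
GR log2 fold change over VEH (y-axis) at sites around Sds (left) and Lpin1 (right), by distance from the TSS of the counted pSer2 Pol2 region in kb (x-axis). Points are the 4 CORT infused groups and bars are standard errors (n = 2 per group); at the Sds site at -4.92 kb NADIR_180 sits at 0.84 and the other 3 groups at 4.84 to 6.09.

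**Figure D5:**
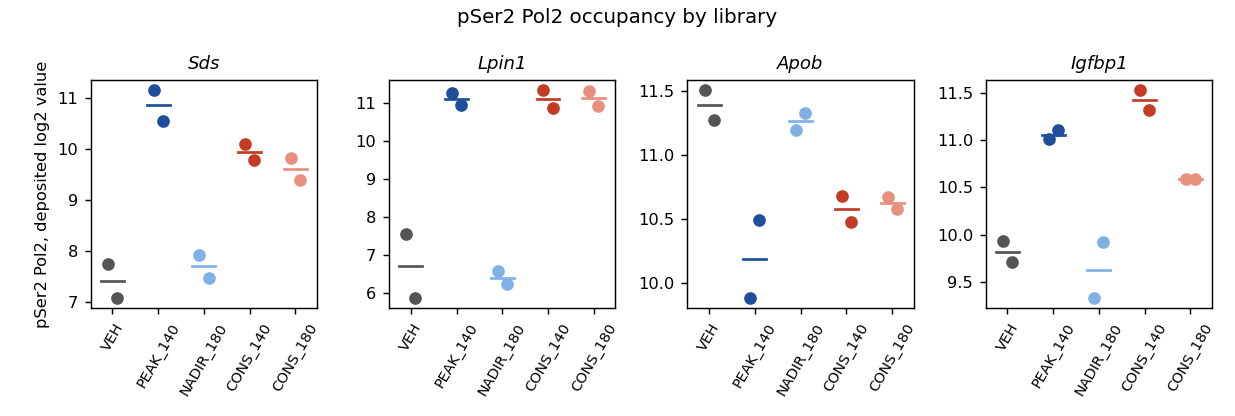
pSer2 Pol2 occupancy of 4 genes by library, as the deposited log2 value (y-axis), with 2 points and their mean as a line for each group (x-axis). For Sds the 2 PEAK_140 libraries lie at 11.16 and 10.56 and the 2 NADIR_180 libraries at 7.93 and 7.49, beside VEH at 7.75 and 7.09.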

Opposingly, pSer2 Pol2 occupancy of glucose-6-phosphatase catalytic subunit (*G6pc*) was transiently decreased (S7B Fig), whilst no change to VEH was detected at solute carrier family 37 member 4 (*Slc37a4*) (S7A Fig). 

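The pSer2 Pol2 log2 fold change of G6pc (chromosome 10, 89285855 to 89295855) was -1.21 at PEAK_140 (SE 0.29, n = 2 per group), which did not pass over all regions (adjusted p = 0.11), and -0.66 at NADIR_180. Both PEAK_140 libraries (11.17 and 10.74) lay below both VEH libraries (12.28 and 12.05). The decrease passed when regions taken to be at the floor in the libraries compared were left out (adjusted p = 0.0034). At Slc37a4 (chromosome 8, 48716939 to 48723024) the values were 0.64 at PEAK_140 and 0.59 at NADIR_180 (SE 0.35), neither past the thresholds. G6pc had 0 reads in all 12 libraries of the count table, so its mRNA could not be tested.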

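At CONS_140 and CONS_180, the pSer2 Pol2 log2 fold changes of G6pc were 0.13 and -0.37 (SE 0.29, adjusted p = 0.92 and 1.00). Those of Slc37a4 were 1.51 and 0.73 (SE 0.35, adjusted p = 0.11 and 1.00), both above 0. The increase at CONS_140 passed with centred libraries (adjusted p = 0.022), with regions above the floor (adjusted p = 0.019), with the upper regions by mean value (adjusted p = 0.021) and with quantile normalization, chosen after seeing the data (adjusted p = 0.026), and did not pass without a variance trend (adjusted p = 0.11) or with only the 4 libraries compared (adjusted p = 0.97). Slc37a4 mRNA had a log2 fold change of 0.60 by PULS (SE 0.15, adjusted p = 0.031), which did not pass when any 1 of the 6 libraries was left out, and 0.40 by CONS (SE 0.15, adjusted p = 0.10).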

In response to CONS, no change was found for G6pc, but Slc37a4 was decreased at both CONS_140 and CONS_180 to VEH. 

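GR was raised at 2 sites upstream of G6pc, at -6.06 kb (chromosome 10, 89279478 to 89280103) and -12.0 kb (89273523 to 89274152). Their log2 fold changes over VEH were 5.19 and 5.37 at PEAK_140, 0.27 and 1.97 at NADIR_180, and 4.68 and 5.09 at CONS_180. At CONS_140 the second had 5.03, and all changes except those at NADIR_180 passed the thresholds. The site at Slc37a4 was centred 1.36 kb inside the gene (chromosome 8, 48717989 to 48718614), with 5.48 at PEAK_140, 0.24 at NADIR_180, 5.87 at CONS_140 and 5.38 at CONS_180 (SE 0.64, n = 2 per group).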

Similar CORT pattern-regulated binding to Sds was detected -6 kb and -12 kb from the *G6pc* and at the TSS for *Slc37a4*. These targets are important factors within gluconeogenesis and present key evidence glucose production and efflux could be altered by patterned CORT exposure.

CONS was indicated to have similar effects at key lipogenic targets, potentially increasing lipogenesis as well as triglyceride formation. For example, LPIN1 oxidises fatty acids for triglyceride formation and induces adipocyte differentiation [36]. 

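Lpin1 lies on the minus strand of chromosome 6, and the region with the greatest change was that of the transcript starting at 41842817. Its pSer2 Pol2 log2 fold change was 4.40 at PEAK_140 (adjusted p = 0.0016), -0.30 at NADIR_180 (adjusted p = 1.00), 4.40 at CONS_140 (adjusted p = 0.0018) and 4.43 at CONS_180 (adjusted p = 0.0026), each with SE 0.47 and n = 2 per group. GR sites at -41.9 and -47.5 kb from this TSS were raised at PEAK_140 (7.88 and 8.04), CONS_140 (7.26 and 7.47) and CONS_180 (7.29 and 7.48) and also, at a lower level, at NADIR_180 (3.04 and 3.91). Lpin1 mRNA was 92.2 ± 18.0 CPM (SD, n = 3) in pulsatile VEH and 765 ± 110 in pulsatile CORT, a log2 fold change of 3.05 (SE 0.25, adjusted p = 4.1e-06 from edgeR). It was 86.5 ± 14.7 in constant VEH and 1656 ± 601 in constant CORT, a log2 fold change of 4.26 (SE 0.26, adjusted p = 4.6e-08). The difference between the responses was 1.21 (SE 0.33), which did not pass over all genes (adjusted p = 0.13).

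**Figure D6:**
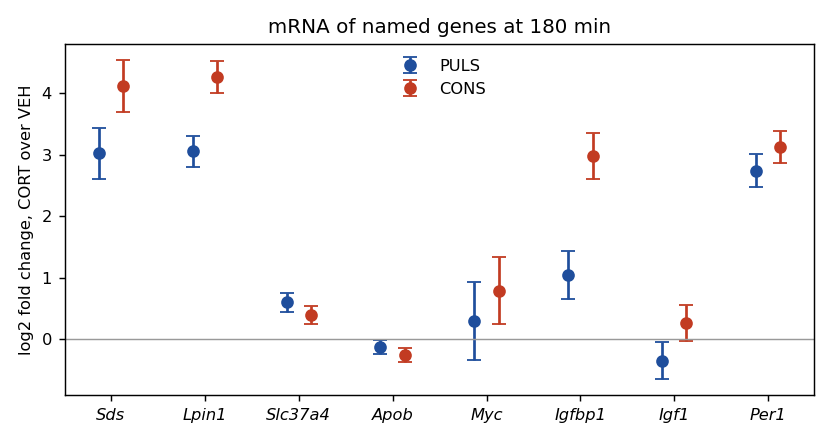
mRNA log2 fold change of CORT over VEH infused in the same pattern (y-axis) for named genes (x-axis), with the standard error as bars (n = 3 per group). Lpin1 sits at 3.05 for PULS and 4.26 for CONS.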

Changes in pSer2 Pol2 indicated the transient increased transcription at PEAK_140, was sustained across time points by CONS (Fig 4G), and this is consequently associated with a greater fold-change in mRNA to VEH by CONS (3.5- and 4.4-fold increases respectively). Additionally, transient repression of apolipoprotein B (ApoB) which is integral to correct very low-density lipoprotein (VLDL) assembly, was sustained by CONS (S7C Fig). Together, CONS regulation of these targets could have distinct implication for metabolite deposition within the liver.

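Apob (chromosome 6, 33176778 to 33186778) had pSer2 Pol2 log2 fold changes of -1.21 at PEAK_140 (adjusted p = 0.077), -0.13 at NADIR_180 (adjusted p = 1.00), -0.81 at CONS_140 (adjusted p = 0.42) and -0.77 at CONS_180 (adjusted p = 0.88), each with SE 0.27 and n = 2 per group. None passed over all regions, and the values at PEAK_140, CONS_140 and CONS_180 passed when regions taken to be at the floor were left out (adjusted p = 0.00077, 0.015 and 0.048). A GR site at -25.9 kb (33150570 to 33151195) was raised at PEAK_140 (3.50, adjusted p = 0.013) and not at CONS_140 (2.17, adjusted p = 0.096) or CONS_180 (2.57, adjusted p = 0.053). Its PEAK_140 change was below 0 with libraries centred on their medians, that is, relative to the rise shared by most regions. Apob mRNA changed by -0.12 by PULS and -0.25 by CONS on the log2 scale (SE 0.12, adjusted p = 0.63 and 0.20).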

Transient increases / decreases in pSer2 Pol2 in response to PULS which are prolonged by CONS were also observed in key cell death and proliferative factors, such as Myc, Igfbp1 and Igf1 (S8A, S8B and S8C Fig). 

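At Myc (chromosome 7, 102586313 to 102591240), pSer2 Pol2 log2 fold changes were 1.99 at PEAK_140 (adjusted p = 0.084), -0.17 at NADIR_180, 1.67 at CONS_140 (adjusted p = 0.21) and 1.14 at CONS_180 (adjusted p = 1.00), each with SE 0.46 and n = 2 per group, and no GR region lay within 50 kb of its TSS. At Igfbp1 (chromosome 14, 87448692 to 87453785) they were 1.23 at PEAK_140 (adjusted p = 0.073), -0.19 at NADIR_180, 1.60 at CONS_140 (adjusted p = 0.020) and 0.77 at CONS_180 (SE 0.27), and the GR site at -5.26 kb was raised at all 4 time points (6.02, 2.51, 5.66 and 5.30). At Igf1 (chromosome 7, 28414350 to 28424350) occupancy changed by -0.42 at PEAK_140, -1.92 at NADIR_180 (adjusted p = 0.41), -2.30 at CONS_140 (adjusted p = 0.0077) and -0.82 at CONS_180 (SE 0.33). The decrease of Igf1 at NADIR_180 passed with centred libraries (adjusted p = 0.034), with regions above the floor (adjusted p = 0.0068) and with the upper regions by mean value (adjusted p = 0.0094), and its adjusted p was 0.13 to 0.99 under the other alternatives. The GR site 37.6 kb downstream of that TSS had log2 fold changes of 7.63 at PEAK_140, 0.26 at NADIR_180, 6.18 at CONS_140 and 6.37 at CONS_180. Myc mRNA had 107 reads over the 12 libraries and was not detectably changed, and Igf1 mRNA changed by -0.34 by PULS and 0.26 by CONS (SE 0.30).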

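Igfbp1 mRNA was 24.3 ± 13.2 CPM (SD, n = 3) in constant VEH and 193 ± 51.7 in constant CORT, a log2 fold change of 2.98 (SE 0.37, adjusted p = 5.1e-05 from edgeR). By PULS it rose from 17.4 ± 9.57 to 35.5 ± 16.1, a log2 fold change of 1.05 (SE 0.40) that did not pass (adjusted p = 0.14). The difference between the responses was 1.94 (SE 0.54) and did not pass over all genes (adjusted p = 0.14).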

Most notably, dynamic increased transcription of Igfbp1 resulted in significant increased mRNA production in response to CONS only (3.1-fold); further evidence of prolonged changes in active transcription impacting overall levels of mRNA. Together these key targets indicate transient regulation of glucose and lipogenic processes, which exhibit the potential to be dysregulated during aberrant CORT exposure. Importantly, our results have also identified hepatocyte factors regulating turnover rates within the liver to be highly sensitive to the pattern of GC exposure.

## Discussion

For the first time we have been able to demonstrate, *in vivo*, that hourly PULS not only mimics physiological endogenous ultradian CORT fluctuations within the circulation of the rat but also robustly induces GR binding at over 2,500 binding sites synchronised to the peak of a CORT pulse (PEAK_140), whilst no significantly detectable binding events were found at NADIR_180. We also present evidence that resultant transcriptional activity is similarly dynamic, as the occupancy of over 500 genes by pSer2 Pol2 were similarly regulated and synchronised to the CORT pulse peak. These data demonstrate that GC-responsive mechanisms are sensitive to ultradian oscillations *in vivo* and reveal new evidence for differential transcriptional outcomes during pulsatile versus constant CORT replacement. For liver transcriptome regulation, pulsatile CORT induced GR binding and pSer2 Pol2 occupancy of GC-responsive genes was highly transient, whist in contrast constant CORT exposure induced prolonged GR binding and dysregulated RNAPol2 dynamic occupancy. This effect led to greater change in key mRNA targets in response to constant CORT, with potentially adverse impacts on key functional metabolic pathways in the liver. It was also striking that despite the greater changes to pSer2 Pol2 occupancy at PEAK_140, CONS was a greater regulator of mRNA expression. Additionally, despite a greater repressive action at PEAK_140 on pSer2 Pol2 occupancy, it was the increased occupancy that was realised within transcriptomic changes in mRNA whilst CONS was equally effective for increased and repressed action. We therefore conclude that not only is the transcriptome sensitive to oscillating levels of endogenous glucocorticoids, but that the highly transient nature of PULS is not effective at repressing mRNA expression, which could play a potentially very important role for physiologically appropriate transcriptional regulation. Our pathway analysis highlighted several metabolic pathways enriched for CORT responsive targets regulating inflammation, glucose, lipid, carbohydrate, cholesterol regulation as well as liver growth and death pathways. Whilst these pathways are well known to be regulated by GCs [12,37], this is the first evidence for distinct and opposing transcriptional effects induced by different patterns of GC exposure. Notably, pulsatile CORT was significantly predicted to repress cholesterol biosynthesis at 180 min with a trend at 140 min, whilst constant CORT only predicted a reduced trend of repression at 180 min; a potential risk factor associated with hypertension, obesity, liver fibrosis and non-alcoholic steatohepatitis (NASH) [38–40]. Similarly, the impact of constant CORT exposure on prolonged activation of the methionine degradation pathway may be to increase the risk of fatty liver development; a condition associated with increased methionine metabolites within the liver [41,42]. Furthermore, dysregulation of ultradian CORT responsive genes could have serious adverse consequences for glucose, triglyceride and lipid metabolism, leading to increased risk of developing insulin resistance, type II diabetes and fatty liver [12,37,43,44], whilst dysregulating growth and apoptotic regulating genes as observed in with NASH and liver fibrotic phenotypes [45–47].

We have also identified CORT-regulated targets and associated GR binding sites which may have key roles in the development of metabolic syndrome phenotypes in gluconeogenesis, *de novo* lipogenesis, substrate production for triglyceride synthesis as well as lipoprotein function. For example, Sds deaminates serine into the metabolic substrate pyruvate [48], whilst *G6pc* and its associated carrier protein Slc37a4 convert glucose-6-phosphate into glucose in a rate limiting step of gluconeogenesis [49]. Despite changes in mRNA only detected for Sds, if these changes in genomic transcriptional activity were reflected in the transcriptome over a prolonged period, the result could be increased glucose production and efflux from hepatocytes. Additionally, ApoB is required for VLDL synthesis and function, facilitating lipid accumulation within the lipoprotein as well as endocytosis by intermediate density lipoproteins and lowering VLDL levels within the circulation [50,51]. As VLDL synthesis and function are integral to the livers ability to transport triglyceride, lipids and other metabolites, net loss of *ApoB* transcription over time in response to CONS could be fundamental, as loss of this protein could increase deposition and storage within the liver. Known risk factors of non-alcoholic fatty liver disease and steatosis [52–55]. Therefore, any dysregulation of synthesis over a prolonged period could have adverse effects.

Furthermore, dysregulating GR dynamics may also impact related endocrine-signalling systems. For example, growth hormone (GH) is secreted into the circulatory system in an inversed circadian fashion to CORT, peaking just after the onset of sleep [56,57]. The downstream targets of GH include stat5, stat3 and NFκB, which can act as transcriptional-co-factors with GR in well-established transrepressive mechanisms [58–60]. Therefore, dysregulation of GR dynamic activity could have serious implications for GH regulated pathways, particularly when one considers that night-shift workers present with unpredictable GH surges during their wake periods [57]. Increased bioavailability of active GR—also dysregulated by night-shift patterns—may then co-operatively increase the risk of metabolic syndrome associated clinical manifestations.

The importance of trying to reinstate a circadian rhythm in patients on GC replacement therapy is well recognised [61]. Surprisingly however, despite clinicians’ best attempts to provide an ‘optimal’ replacement regime, many patients suffer from a range of metabolic and cognitive side effects [19,62]. The prevalence of side effects becomes worse with increasing dose, especially when using long-acting sGCs. A recent meta-analysis concluded prescription of dexamethasone and prednisolone were significant risk factors for development of insulin resistance within individuals with no underlying pathology [44] and corticosteroid treatment was shown to increase the risk of developing type II diabetes in a cohort of patients that did not present underlying risk factors [18]. Our data provide an ultradian chronobiological mechanism whereby phasic GR recruitment and dissociation from the DNA is needed to optimally regulate metabolic homeostatic pathways in the liver and a mechanism through which non-oscillatory activation of glucocorticoid receptors could increase risk of metabolic dysfunction.

Dysregulation of ultradian oscillations, which results in a glucocorticoid profile lacking the endogenous nadir phase, can increase the transcription of specific genes associated with deposition of triglyceride, cholesterol and carbohydrates within the liver. Coupled with reduced ApoB expression and correct VLDL synthesis, over a prolonged period the loss of ultradian oscillations could increase the risk of developing non-alcoholic fatty liver and steatosis phenotypes.

Previous strategies to reduce the side effect profiles of GCs have not considered the importance of the pattern of replacement or the difference in binding kinetics for different GC analogues. Since GC hormones are used in such a wide range of diseases and abnormalities of endogenous GC secretion have been implicated in many stress related and psychiatric conditions, we hope that our findings will contribute to a better appreciation of pulse pattern and lead to improvements in future therapeutics.

## Materials and methods

### Ethics statement

All animal procedures were carried out in accordance with the UK Home Office animal welfare regulations and approved by written consent from the Animal Welfare and Ethical Review Body (University of Bristol).

### Surgery and husbandry

Male Sprague-Dawley rats (250–300 g) (Harlan, Bicester, UK) were individually caged in soundproof rooms under standard conditions with standard chow and water available *ad libitum*. All CORT infusions were conducted in rats under 14:10 light/dark cycle (lights on at Zt 0 hr) whilst automated blood sampling experiments were under 12:12 light/dark cycle.

Rats were anaesthetised with a combination of Isoflurane (100% w/w liquid vapour (Merial, UK)) and medical air during bilateral adrenalectomy, jugular vein or/ and carotid artery cannulation. The cannula (Smith Medicals, UK) was exteriorised via craniotomy or a vascular access button and attached to a spring and swivel system (S9 Fig). Post-operative analgesic 1 mg of Carprofen (Rimadyl, Pfizer, UK), 25 μg dexamethasone (Sigma, UK) and 2.5 ml of glucose (5%)/ saline (0.9%) were administered subcutaneously. For 5 days post-surgical recovery, 0.9% saline drinking water was supplemented with 0.15 μg/L of corticosterone (Sigma, UK) until 16 hours prior to infusion, whereupon 0.9% saline drinking water was provided *ad libitum* to ensure complete CORT washout from circulation. Implanted cannula was ‘flushed’ daily via withdrawal of blood and replaced with fresh heparinised saline (1:100) to maintain patency.

### Circulating total blood serum CORT data

Total corticosterone blood serum samples were taken via an in-house automated blood sampler (S9 Fig). 40 μl blood samples were collected every 10 min in 160 μl Heparin: Saline solution (1:100). Plasma was separated from whole blood by centrifugation at 4000 rpm, 4°C and diluted 1 in 50 with citrate buffer, processed in triplicate and incubated overnight in 50 μl of ^125^I corticosterone tracer (Oxford BioInnovation DSL Ltd, Oxford, UK) with 50 μl of rabbit anti-rat corticosterone antibody (kindly donated by G. Makara, Hungary). Free/ bound separation was performed using charcoal dextran precipitation and centrifuged pellets ^125^I corticosterone levels recorded using a gamma counter (Wizard-2470, Perkin Elmer, MA). Concentrations of corticosterone in each plasma sample were interpolated from a standard curve and intra- and inter-assay coefficient of variation have been established as 16.65% and 13.30%, respectively. Maximal corticosterone levels were identified by area under the curve analysis.

### Infusion profiles

To ensure complete clearance of any extra-adrenal endogenously produced corticosterone, all experiments were completed between Zt 13–16. *In vivo* ‘mock’ ultradian pulses were produced by a programmable pump (PHD Ultra Syringe Pump, Harvard Apparatus, USA) infusing CORT solution (solubilised 2-hydroxypropyl-β-cyclodextrin (HBC) complex carrier (Sigma, UK) in (1:100) heparinised, 0.9% saline solution) through the jugular vein at a dose of 3.84 μM. Each pulsatile infusion period began with a 20 min infusion at a rate of 1 ml per hour followed by cessation for 40 min and repeated hourly for 3 hrs. A sustained CORT-HBC saline solution was infused at a reduced rate of 0.33 ml per hour. To ensure all infusion lines and cannula were free of any air gaps that may have appeared between setup and infusion, the constant corticosterone infusion initial rate was increased to 1 ml per hour for 10 min before returning to 0.33 ml per hour. Area under the curve analysis indicated no difference in CORT dose delivered across the 3 hrs between the PULS (3,9087 ng/ ml X min ± 1,025 S.E.M.) and CONS (38,969 ng/ ml X min ± 1,007 S.E.M.). HBC dissolved in 0.9% saline solution and delivered in a pulsatile pattern was used as vehicle control infusion. Euthanasia time points corresponded to the pulsatile pattern, third corticosterone pulse peak and nadir at 140 min and 180 min respectively for all infusion patterns. Trunk blood samples were collected for each rat with 40 μl of 0.5 M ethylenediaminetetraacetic acid.

### Tissue collection

Liver was dissected and 0.4 g fixed in 1% (v/v) formaldehyde (Sigma, UK), phosphate buffered saline (1.37 M NaCl, 2.68 mM KCl, 10.14 mM Na_2_HPO_4_, pH 7.4) solution for 10 min at room temperature. Formaldehyde cross-linking was quenched with addition of glycine (final conc. 125 mM) for 5 min and washed three times in ice cold phosphate buffered saline supplemented with 2 mM NaF, 0.2 mM sodium orthovanadate and 1X cOmplete protease inhibitor (Roche Diagnostics). Fixed liver was stored at -80°C in 0.2 g samples in 500 μl of S1 Buffer (10 mM HEPES, pH 7.9, 10 mM KCl, 15 mM MgCl_2_, 0.1 mM (EDTA), pH 8) supplemented with 0.5 mM Dithiothreitol and 2 mM NaF, 0.2 mM sodium orthovanadate and 1X cOmplete protease inhibitor.

### Chromatin fragmentation

Samples were thawed slowly on ice and adjusted to a final volume of 1 ml/ sample with supplemented S1 buffer and Dounce homogenised. Lysate was centrifuged at 4000 rpm (4°C) and lysed in supplemented (2mM NaF and 0.2 mM sodium orthovanadate and 1X cOmplete protease inhibitor) sodium dodecyl sulphate (SDS) lysis buffer (2% SDS, 10 mM EDTA, 50 mM Tris-HCl (pH 8.1)). Chromatin was sonicated using a Branson Sonifier 450 (Branson Ultrasonics, Danbury, CT, USA) to 300–500 bp fragments with multiple 10-sec bursts at 10% output and centrifuged at 13,000 rpm at 4°C to remove cellular debris from the chromatin suspension. Sheared chromatin was stored at -80°C.

### ChIP assay

ChIP buffers were prepared in house, as described in the EZ ChIP kit protocol (Upstate Biotechnology, Lake Placid, NY, USA) with some modifications for use with animal tissue (as described where relevant). Sheared chromatin was removed from -80°C storage and thawed slowly on ice, diluted to 50 μg in 100 μl of SDS lysis buffer and 0.9 ml with supplemented (2mM NaF, 0.2 mM NaVan and 1X cOmplete protease inhibitor) ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.1, 167 mM NaCl). Inputs were immunoprecipitated against either a GR antibody cocktail (2 μg of PA1-510A, 4 μl of PA1511A (Thermo Fisher, USA) and 4 μg of M-20X sc-1004X (Santa Cruz, USA)) or the serine 2 phosphorylated RNA polymerase II complex (2 μl ab5095 (Abcam, UK)). Rabbit IgG antibodies were used as negative control (2 μg of sc-2027 (Santa Cruz, USA)). Inputs were incubated overnight at 4°C and incubated with protein A Dynabeads for 4 hrs (Sigma-Aldrich, UK). To reduce non-specific binding, the DNA-Antibody-Dynabead slurries were sequentially washed with 150 mM salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1), 500 mM salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1), LiCl buffer (0.25 M LiCl, 1% IGEPAL-CA630, 1% deoxycholic acid sodium salt, 1 mM EDTA, 10 mM Tris-HCl pH 8.1) and twice in TE buffer (10 mM Tris-HCl, 1 mM EDTA) (pH 8.0). Complexes were eluted from the Dynabeads in 1% SDS 100 mM and 0.1M NaHCO3. NaCl was added (300 mM final concentration) and crosslinks reversed overnight at 65°C. RNA was removed using RNase treatment (Roche Diagnostics) at 65°C and protein was digested using proteinase K (Ambion, Huntington, UK) after adjusting each solution with EDTA (1 mM final) and Tris-HCl (4 mM final) at 45°C. DNA was extracted using 25:24:1 phenol-chloroform-isoamyl alcohol (Sigma, UK) followed by 24:1 chloroform-isoamyl alcohol (Sigma, UK). DNA in the aqueous phase was precipitated overnight at -20°C in 2.5 VOL 100% ethanol and 20 μg glycogen (Sigma-Aldrich, UK). DNA was pelleted by centrifugation at 13,000 rpm, 4°C and washed in 70% Ethanol (13,000 rpm, 4°C), air dried and suspended in 40 μl nuclease free water (Ambion, Huntington, UK).

### ChIP-Seq quality control and alignment

For each ChIP-seq replicate/condition/timepoint, liver samples from 6 rats were collected (72 rats in total). From each replicate/condition/timepoint, 10 x 100ug chromatin aliquots were prepared and immunoprecipitated with antibodies to either GR or pSer2 Pol2 before pooled, concentrated using a UniVapo Vacuum concentrator (Transcriptomics facility, UOB) to approx. 35 μl and sequenced. Note: Two pooled ChIP samples (N = 10 in each) were sequenced to allow for concordant peak calling analysis as previously described [63]. Library preparation (TrueSeq SBS v3-HS kit (illumina, US)) and Next-Gen sequencing using the Illumnina HiSeq2000 platform (Illumina, USA) of the samples was processed at the Advanced Technology Research Facility (ATRF), National Cancer Institute (NCI-Frederick, MD, USA).

Adapters were removed, filtered for a base quality of 33 and sequence lengths of 50 b were isolated using Trimmomatic-0.36 [64]. Trimmed FASTQ files were aligned to the rat genome (UCSC rn6 assembly) using bowtie2 [65] and duplicate tags removed using SAMtools 1.3.1 [66]. Subsequent analysis was performed using HOMER v4.9 [67].

Counts were normalised to 10 million tags (makeTagDirectory) to allow for cross sample comparisons and visualised using the UCSC genome browser [68] (http://genome.ucsc.edu/).

### Identification of GR ChIP-Seq enriched regions

Enrichment of GR tags to 1% input control, were identified (findPeaks) using relaxed settings (-F1 -L1 -P.1 -LP.01 -poisson .1 -style factor). Replicate concordance was assessed using an irreproducible discovery rate (IDR v2.0.3) set to 0.01. Overlapping enrichments between replicates were merged using mergePeaks (HOMER v4.9.1) and filtered according to the IDR estimated confidence threshold. Overlapping confident enrichment regions were merged again (mergePeaks) to create a single list of enriched GR locations across conditions. Visualisation of tag densities were done using EASeq v1.101 [69] and gplots (heatmap.2).

### Analysis of differential enrichments

Analyses of pSer2 Pol2 ChIP-Seq enrichment was restricted to transcript coding regions larger than twice the fragment length (> 320b) and limited to 10 Kb from the TSS (Ensemble release Rnor_6.0.92). Raw input ChIP-Seq tag counts were subtracted from both GR and pSer2 Pol enrichment regions (annotatePeaks.pl–HOMER v4.9.1).

Differential GR and pSer2 Pol2 enrichment fold changes were assessed to VEH control and between corticosterone infusion time points using getDiffExpression.pl (HOMER v4.9.1) and DESeq2 [70]. GR tags were normalised to the count within *de novo* binding regions whilst pSer2 Pol2 tags were normalised to total sequenced tags across replicates. Differential GR and pSer2 Pol2 enrichments were considered significantly different if fold change > 1.5-fold and FDR < 0.05. All other results were given the value 0. Variants of the same gene were filtered for the greatest fold change across all conditions and time points. Distances between TSSs and GR binding regions were assessed using annotatePeaks.pl.

### Motif analysis

223 b in either direction from the centre of identified GR enrichment regions (total equal to twice the average fragment length) were analysed for both *de novo* and known motifs using findMotifsGenome.pl (HOMER v4.9.1). Repeat sequences were masked and optimised for motifs 8, 10 and 12 b long. Calculations of motifs per base pair per peaks were calculated using de novo motif matrices within HOMER v4.9.1 and histograms indicate location of the motif relative to the GR binding site centre and plotted using GraphPad Prism v6.07 for Windows (La Jolla California, USA, www.graphpad.com).

### RNA preparation and sequencing

Frozen liver sections were homogenised (Polytron, PT-2100, Kinematica, CH) in TRIzol (ThermoFisher Scientific, USA). The aqueous phase was separated via chloroform extraction (Sigma-Aldritch, UK) and centrifugation (10,000 rpm, 4°C), total RNA extracted, and DNA digested (miRNAeasy mini, Qiagen, US). Libraries were constructed from 1 μg total RNA (TrueSeq Stranded Total RNA kit, Illumina, USA) and filtered for a RIN score > 8 and < 10 (Agilent Tape Station, Bioanalyzer, UK) for sequencing (HiSeq 2500, Illumina UK). All samples were handled according to manufacturer protocols. Adapters removed, sequences trimmed (bbduk.sh) and FASTQ files aligned to the rat genome (UCSC rn6 assembly).

### RNA-Seq analysis

Exonic co-ordinates according to the Ensemble, Rnor_6.0.92 release were assessed (featureCounts) [71], filtered > 10 reads and differential expression of transcripts with a fold change > 1.5 and FDR < 0.05 assessed via DESeq2 [70]. Visualisation of results were plotted using gplots (heatmap.2).

### pSer2 Pol2 pathway analysis

pSer2 Pol2 ChIP-Seq DESeq2 data were analysed via Ingenuity Pathway Analysis software (Qiagen Inc., https://www.qiagenbioinformatics.com/products/igenuity-pathway-analysis). Enrichment of pathways were identified from genes with fold changes ≥ 1.5-fold and adjusted p-value < 0.05 to VEH based on previously published liver tissue and HepG3, hepatoma, hepatocyte cell lines as well as mice, rat and human data. Positive and negative z-scores represent either predicted activation (≥ 2) or inhibition (≤ -2) respectively of pathways are based upon the degree of fold change and significance of the individual genes change in expression, the numbers of genes that act as an upstream regulator to induce and / or inhibit a specific pathway, adjusted for the number of studies that report this effect, and according to a binomial distribution. As explained by the following equation, $z=\frac{x}{\sigma_{x}}=\frac{{\sum_{i}w}_{i}x_{i}}{\sqrt{\sum_{i}w_{i}^{2}}}$. Where the distribution of *x* = ∑*_i_x_i_* = *N*_+_+*N*_−_, the variance of $\sigma_{x}^{2}=N\sigma^{2}=N$ and the adjustment of published findings is $w_{i}=\frac{\left|M_{activating}-M_{inhibting}\right|}{M_{activating}+M_{inhibting}+1}$.

### RNA pathway analysis

ENSEMBL [72] was used to retrieve genome annotations using biomaRt (v2.44.4) [73,74], org.Rn.eg.db (v3.11.4), AnnotationDbi (v1.50.3) packages in R. Scaled Venn diagrams were generated using VennDiagram (v1.6.20) package in R [75]. Gene-ontology [76,77] analysis was performed using ClusterProfiler (v3.16.1) package in R [78,79]. Over-representation analysis was applied for genes passing adjusted p-value < 0.05 and log2 fold-change > 0.585. All expressed genes were used as the background in the over-representation analysis and as the input gene list in the gene-set enrichment analysis [80]. Benjamini-Hochberg correction (adjusted p-value < 0.05) was used for multiple comparison correction in the pathway analysis. Pathway analysis results were visualised using custom scripts written in R [81].

### Statistical information

Regular two-way ANOVA was used to test for significant pattern, time-dependent and interactions followed by Bonferroni post-hoc testing (p < 0.05). All data is expressed as mean ± s.e.m. where appropriate.

## Supporting information

S1 Fig 24 hour circulating CORT profiles in individual male Sprague Dawley rats. (A-E) Blood **s**amples were collected every 10 min over a 24-hour period from rats and total CORT levels measured in the plasma by radioimmunological assay. Light schedule was 12:12 (on Zt 0 / off Zt 12) with dark phase indicated by shaded bar along the top of the plot.
(TIF) Click here for additional data file.

S2 Fig Sequenced GR tag distribution across identified binding regions. (A-E) Tag density at identified GR enriched regions across conditions was plotted across a series of histograms in response to (A) VEH, (B) PEAK_140, (C) NADIR_180, (D) CONS_140 and (E) CONS_180. (F-J) Histograms of tag density were also plotted at sites with reduced enrichment in response to CORT infusion compared to VEH. In all cases, for (F) VEH, (G) PEAK_140, (H) NADIR_180, (I) CONS_140 and (J) CONS_180, robust peaks in tag density were localised at enrichment centre and reduced to negligible levels within 1 kb in either direction. Raw tags (log2) of each replicate (N = 2) were segmented in 5 b bins, spanning 5 kb in each direction from enrichment centre.
(TIF) Click here for additional data file.

S3 Fig Heatmaps of GR and pSer2 Pol2 enrichment in response to a single or combination of patterned CORT infusion time points. Results visualised within these heatmaps were assessed within differentially enriched regions to VEH in response to the indicated pulsatile or constant CORT infused time point. (A) GR time dependent sites were defined as sites enriched to VEH in response to pulsatile or constant CORT, that were also significantly regulated between 140 min and 180 min CORT infused time points. Of those, fold change is visualised for 140 min relative to 180 min time points for both pulsatile and constant CORT infusion. (B and C) GR sites identified as differentially enriched relative to VEH were assessed in significant fold change comparisons, with (B) PEAK_140 fold changes in enrichment visualised in comparison to CONS_140 and CONS_180 and (C) NADIR_180 fold changes in enrichment visualised in comparison to CONS_140 and CONS_180. (D) pSer2 Pol2 time dependent sites were defined as sites that had been identified as significantly differentially enriched relative to VEH, then found to have a significantly difference between 140 min and 180 min, with fold change in 140 min relative to 180 min visualised here for both pulsatile or constant CORT infusion. (E and F) pSer2 Pol2 sites differentially enriched to VEH by (E) PEAK_140 and (F) NADIR_180. In both cases, fold changes in enrichment are visualised at these sites compared to CONS_140 and CONS_180. Heatmap indicates merged replicate tags (N = 2), colour intensity indicates degree of fold change compared to VEH as shown within the -8 to 8 scale bar and regions of interest clustered by fold changes hierarchically clustered by Euclidean distances.
(TIF) Click here for additional data file.

S4 Fig Distribution of motifs within GR enriched regions. (A) Bar graph displays the top 5 most significant motifs discovered within GR bound, GRE containing regions across all CORT infused time-points. (B) Motifs identified in GR binding regions that were enriched by PEAK_140 (white), CONS_140 (grey) or CONS_180 (black) time points compared to VEH. (C) Lanes 1–4 of heatmap indicates fold change in GR enrichment within identified binding regions in the liver in response to either PLS or CONS at 140 min and 180 min compared to VEH. Data presents merged replicate tags (N = 2) hierarchically clustered according to fold change (log2) and colour intensity indicates degree of fold change as indicated by the scale bar between -8 to 8 (top left). Lanes 5–10 indicate the presence (blue) or not (black) of the motif indicated at the top of the lane within the GR enriched site (horizontal row of heatmap). *De novo* motifs were identified within 233 b regions in either direction from the centre of identified GR enriched regions.
(TIF) Click here for additional data file.

S5 Fig Table of differentially occupied pSer2 pol2 genes at 140 min and 180 min and associated differentially expressed RNA results at 180 min in response to pulsatile or constant CORT infusion and compared to VEH. Of the 715 differentially pSer2 Pol2 occupied genes; results in the top row (row 1) are split into differentially occupied pSer2 Pol2 ChIP only (red), as well as genes that were differentially occupied and expressed within the RNA-Seq data set (green) across all CORT infused conditions. Rows 2–5 split data by 140 min and 180 min time points in response to pulsatile or constant CORT infusion and whether the increased or decreased fold change was observed in both data sets (green) or were opposingly increased / decreased (yellow), the number of non-significant ChIP results (black) and genes whose RNA was differentially expressed without an associated significant ChIP result (blue). Rows 6–9 split data by up-regulated and down-regulated pSer2 Pol2 occupation at PEAK_140 and NADIR_140 and RNA expression at 180 min whilst rows 10–13 split data for constant CORT infusion in the same manner. Data represents fold changes > 1.5 and adjusted p-value < 0.05.
(TIF) Click here for additional data file.

S6 Fig Differentially expressed RNA in response to 180 min pulsatile, constant or vehicle infusion. (A) Fold changes of 1,105 differentially expressed exonic RNA transcripts (bottom left) was visualised for pulsatile vehicle compared to constant vehicle (left), pulsatile CORT compared to pulsatile vehicle (middle) and constant CORT compared to constant vehicle infusion (right). Heatmap indicates merged replicates (N = 3), colour intensity indicates degree of fold change compared to VEH as shown within the -6 to 6 scale bar and genes clustered by log2 fold change values, hierarchically clustered by euclidean distances as indicated by dendrogram (far left). Number of genes differentially regulated are indicated under the appropriate lane. (B) VENN diagram indicates the number of genes differentially expressed by a single or combination of infused pulsatile / constant CORT or vehicle comparisons, as observed within the heatmap (A).
(TIF) Click here for additional data file.

S7 Fig GR and pSer2 Pol2 enrichment in response to patterned CORT infusion at a selection of key metabolic targets. Both GR and pSer2 Pol2 tag density distribution was visualised using the UCSC genome browser within and extending from the TSS and 3’ end of three GC-regulated targets in response to PULS (blue), CONS (red) and VEH (black) after 140 min and 180 min. (A) GR enrichment was identified at the TSS of *Slc37a4* in response to PLS_140 and CONS time points whilst pSer2 Pol2 intragenic enrichment increased in response to CONS only. Data visualised over a chr8: 48,716,099–48,725,227 region and y-axis set to 200. (B) Similarly, responsive GR enrichment was also detected 6 kb upstream of the *G6pc* TSS but pSer2 Pol2 intragenic enrichment was lost in response to PEAK_140 only. Data visualised over a chr10: 89,275,804–89,306,418 region and y-axis set to 200. (C) GR enrichment was identified in response to PEAK_140 only, 26 kb upstream of the *ApoB* TSS, whilst intragenic pSer2 Pol2 enrichment was reduced at PEAK_140, CONS_140 and CONS_180 for *ApoB*. Data visualised over a chr6: 33,145,813–33,224,922 region and y-axis set to 200. Data was merged from two replicates, normalised to 10 million tags and visualised using the UCSC genome browser within and extending from the TSS and 3’ end. Regions of CORT induced changes in enrichment to VEH are indicated by black bar below individual tracks. Scale bar is indicated at the top and locations of introns and exons (maroon blocks) according to Ensembl rn6 co-ordinates are indicated as transcribed from either the sense (left to right) or anti-sense strand (right to left) according to arrow direction (bottom).
(TIF) Click here for additional data file.

S8 Fig GR and pSer2 Pol2 enrichment in response to patterned CORT infusion at a selection of key metabolic targets. Both GR and pSer2 Pol2 tag density distribution was visualised using the UCSC genome browser within and extending from the TSS and 3’ end of three GC-regulated targets in response to PULS (blue), CONS (red) and VEH (black) after 140 min and 180 min. (A) No enriched GR sites were detected 50 kb up- or downstream of the *Myc* TSS, but intragenic pSer2 Pol2 enrichment was increased at PEAK_140, CONS_140 and CONS_180. Data visualised over a chr7: 102,581,386–102,596,166 region and y-axis set to 200. (B) CORT responsive GR enrichment was detected 5 kb upstream of the *Igfbp1* TSS as was pSer2 Pol2 intragenic enrichment. Data visualised over a chr14: 87,441,155–87,456,358 and y-axis set to 200. (C) GR enrichment was detected 37.5 kb downstream within an intronic region of *Igf1* in response to PEAK_140, CONS_140 and CONS_180 as was increased pSer2 Pol2 intragenic enrichment. Data visualised over a chr7: 28,393,595–28,505,212 region and y-axis for GR set to 200 and pSer2 Pol2 to 100. Data was merged from two replicates, normalised to 10 million tags and regions of CORT induced changes in enrichment to VEH are indicated by black bar below individual tracks. Scale bar is indicated at the top, y-axis set to 0–200 and locations of introns and exons (maroon blocks) according to Ensembl rn6 co-ordinates are indicated as transcribed from sense (left to right) or the anti-sense (right to left) strand as indicated by the arrow (bottom).
(TIF) Click here for additional data file.

S9 Fig Schematic of programmable pump and automated blood sampling system, related to Methods, Surgery and Husbandry. Rats implanted with intravenous cannulae were exteriorised either via craniotomy or vascular access “button” over the shoulders and attached to swivel to allow free movement. Solubilised CORT (blue) was infused via programmable pump (left). Automatic blood sampling system (right) withdrew blood (red) from the intravenous cannula through the swivel and valve/ switch system powered by a reversible pump. Once the required volume has been withdrawn, the pump is reversed, and the valves direct the flow to infuse the same volume of heparinised saline solution (black–top right) back through the intravenous cannula. Arrows denote direction of travel.
(TIF) Click here for additional data file.

S1 Data Raw DESeq2 results from GR ChIP-Seq experiments. Raw output from DESeq2 (HOMER, getDiffExpression.pl) analysis of GR read counts in response to CORT infused treatments, compared to VEH at *de novo* enriched regions to 1% input control. Spreadsheet detail’s chromosomal locations of enrichments (columns A-E) and whether they were ‘Enriched’ for GR tags compared to 1% input control in response to each CORT and VEH infused time point (F-J), genetic feature information (M-Z), raw tag counts for each replicate (AA-AJ) and DESeq2 results including log2 fold changes and associated p-values (columns AK-BW).
(XLSX) Click here for additional data file.

S2 Data DESeq2 results from GR ChIP-Seq experiments, filtered for significant enrichment by CORT infusion compared to VEH. Raw output from DESeq2 (HOMER, getDiffExpression.pl) of GR read counts in response to CORT infused treatments and compared to VEH at *de novo* GR enriched regions to 1% input control. Results have been filtered for log2 fold change > 0.585 or < -0.585 and adjusted p-value < 0.05. Any results that did not meet these criteria were removed from the data or assigned 0 values in cases where one or more CORT infused treatments were significantly enriched. Spreadsheet detail’s chromosomal locations of enrichments (columns A-E) and whether they were ‘Enriched’ for GR tags compared to 1% input control in response to each CORT and VEH infused time point (F-J), genetic feature information (M-X), raw tag counts for each replicate (Y-AH) and DESeq2 results including log2 fold changes and associated p-values (columns AI-BW).
(XLSX) Click here for additional data file.

S3 Data GR ChIP-Seq DESeq2 results used to generate heatmaps. First 5 columns indicate log2 fold change in GR enrichment compared to VEH after PEAK_140, NADIR_180, CONS_140 and CONS_180 to VEH (columns 2–5). Further six columns indicate if one / multiple of the top 6 most significant *de novo* over-represented consensus sequences were found within the enrichment region.
(CSV) Click here for additional data file.

S4 Data DESeq2 results from pSer2 Pol2 ChIP-Seq experiments, filtered for significant enrichment by CORT infusion compared to VEH. Raw output from DESeq2 (HOMER, getDiffExpression.pl) analysis of pSer2 Pol2 read counts in response to CORT infused treatments and compared to VEH within transcript coding regions restricted to larger than twice the fragment length (> 320b) and limited to 10 Kb from the TSS. Results were filtered for log2 fold change > 0.585 and adjusted p-value < 0.05 in enrichment. Any results that did not meet these criteria for any infused time point were removed from the data. Spreadsheet columns detail’s Ensembl ID (A), gene name (B), enrichment region (C-F), genetic feature information (G-I), raw tag counts for each replicate(J-S) and log2 fold changes and associated p-values (T-AW).
(CSV) Click here for additional data file.

S5 Data Analysis of pSer2 Pol2 occupation DESeq2 results by Ingenuity Pathway Analysis. Within tab “Raw data”, describes DESeq2 fold change and p-value results used for Ingenuity Pathway Analysis. Columns describe Ensemble gene ID (A, B) and gene name (C) as well as log fold change, log2 fold change, p-value and adjusted p-value for PEAK_140 (D-G), NADIR_180 (H-K), CONS_140 (L-O) and CONS_140 (P-S) comparisons to VEH. Within tab “IPA results–pathway Z scores”, describes Ingenuity Pathway Analysis z-scores for each pathway. Columns describe pathway (A) and the z-score in response to PEAK_140 (B), NADIR_180 (C), CONS_140 (D) and CONS_180 (E) compared to VEH. Within tab “Heatmap Z scores”, describes the results used to plot Fig 4A, 4B and 4C. Columns describe pathway (A) and the z-score in response to PEAK_140 (B), NADIR_180 (C), CONS_140 (D) and CONS_180 (E) in comparison to VEH. Within tab “IPA results–sig. gene”, describes differentially enriched genes known to either ‘activate’ or ‘inhibit’ pathways visualised in Fig 4A–4C. Columns describe pathway (A), the differentially regulated gene name (B) and the log2 fold change in response to PEAK_140 (C), NADIR_180 (D), CONS_140 (E) and CONS_180 (F) in comparison to VEH. Genes are labelled as either known to be activatory (Act) or inhibitory (Inh) (G) within that pathway.
(XLSX) Click here for additional data file.

S6 Data Raw DESeq2 results from RNA-Seq experiments in response to CORT infusion compared to VEH. Raw, normalised count output from DESeq2 (HOMER, getDiffExpression.pl) of exonic RNA-Seq count data in response to CORT infused treatments compared to VEH. Spreadsheet detail’s Ensembl ID followed by the baseMEAN (average normalised count values divided by the size of factors over all samples), log2 fold change values, the standard error and both p-value and adjusted p-value of the observation for VEH, PULS and CONS.
(CSV) Click here for additional data file.

S7 Data Filtered DESeq2 results for significant fold change in enrichment of mRNA in response to pulsatile or constant CORT infusion compared to VEH. Raw, normalised count output from DESeq2 (R) of exonic RNA-Seq count data in response to CORT infused treatments and compared to VEH. Results were filtered for log2 fold change > 0.585 or < -0.585 and adjusted p-value < 0.05 in enrichment. Any results that did not meet these criteria were removed from the data or assigned 0 values in cases where 1 or more CORT infused treatments were significantly occupied. Spreadsheet columns detail’s Ensembl ID and gene name (A, B) followed by the baseMEAN (average normalised count values divided by the size of factors over all samples), log2 fold change value and adjusted p-value of the observation for VEH (C, D), PULS (E, F) and CONS (G, H).
(CSV) Click here for additional data file.

S8 Data Pathway analysis of differentially regulated RNA-Seq genes in response to CORT infusion compared to VEH. Gene Ontology, KEGG, Reactome and WIKI pathway analysis of unfiltered RNA-Seq DESeq2 data in response to pulsatile or constant CORT infusion compared to pulsatile or constant VEH respectively. Results for pulsatile and constant infusion are on separate sheets, and each spreadsheet details process ID, brief description of pathway and rank (BD) as well further detailed information (E-J) for each analysis.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

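Livers were taken from adrenalectomised rats after infusion of corticosterone (CORT) or vehicle (VEH), in pulses (PULS) or at a constant rate (CONS). The 42 libraries comprise 10 GR ChIP-Seq, 10 pSer2 Pol2 ChIP-Seq, 10 input DNA and 12 RNA-Seq libraries. The ChIP libraries form 5 groups of 2, namely PEAK_140, NADIR_180, CONS_140, CONS_180 and VEH, in which the paper states that each library pools 6 rats. The 2 VEH libraries of each antibody were taken at 140 min and 180 min, carry no replicate number and were treated as 1 group, as in the paper's supplementary data. The RNA libraries form 4 groups of 3 at 180 min (pulsatile and constant CORT, pulsatile and constant VEH). The paper gives the CORT dose as 3.84 uM. The input libraries have no values of their own in the data and entered only through the authors' subtraction.

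The authors deposited raw counts per gene for RNA, log2 values per region and library for both ChIP assays, log2 fold changes with p-values for their own comparisons, and positions of peaks and regions in b. The methods state that ChIP reads were trimmed to 50 b, aligned with bowtie2 to rn6 and freed of duplicates, and that peaks over 1% input were called with HOMER and filtered at an IDR of 0.01. The authors merged the peak lists of the 5 groups into 3981 GR regions. For pSer2 Pol2 the authors used 60999 coding regions longer than 320 b, limited to 10 kb from the TSS. The header of the ChIP values calls them tag counts, but they are not whole, go below 0 and are drawn towards the mean of the region at low tags, as values of DESeq2's regularised log do, and they were therefore compared as log2 values. The normalization of the GR values is described as relative to tags within binding regions in the methods and as relative to total tags in the command given with the values. RNA counts were described as exonic reads per Ensembl gene. The aligner for RNA is not named in that paragraph. Of 15536 genes in the authors' RNA comparison tables, 1468 have no row in the count table, and the ratio of the authors' mean count to the mean of the counts had a median of 0.968 with quartiles of 0.585 and 1.41, so the features behind the count table are not established. Gene names were taken from the authors' pSer2 Pol2 table, which named 22747 of the 22929 genes of the count table.

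Depth was 2051977 to 6715803 tags per GR library, 4938473 to 9326927 per pSer2 Pol2 library and 3956379 to 7777219 reads (median 5247184) per RNA library. Alb took 7.07% to 11.8% of the RNA reads. Fold changes against a group with 0 reads were computed against 3 reads, the most that a count of 0 allows, and intervals and such limits cover counting error only.

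ChIP values were compared with limma 3.58.1 in R 4.3.3 (linear model over all 10 libraries of an assay, empirical Bayes with a trend of variance on mean value). RNA counts of the 14092 genes with more than 10 reads over the 12 libraries were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, all 12 libraries in 1 fit). A gene, site or region was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of more than 1.5-fold (0.585 on the log2 scale), the thresholds of the paper. CPM are counts scaled to library size by edgeR's cpm function. PULS and CONS in RNA are CORT against VEH in the same pattern, and the difference of these responses was tested as an interaction. A pSer2 Pol2 gene was counted once, by the called region with the greatest fold change. Only genes called against VEH in any group were counted, also in comparisons between CORT infused groups, except with 1 region per gene by highest mean value. Overlaps between changed genes were tested with Fisher's exact test, and distances with permutation tests of 100000 resamples, whose smallest p is 1e-05. Distances ran from the TSS of the counted pSer2 Pol2 region to the centre of the nearest raised GR site. The sterol biosynthesis list was tested with camera, and with fry as the alternative. Peak overlap was counted with bedtools 2.31.1 at 1 b or more. A library was taken to be at the floor of a region where fewer than 2 tags were estimated to remain after input subtraction. In simulated data this rule found 100% of values of 0 tags, and it also took 88.9% of GR values and 25.3% of pSer2 Pol2 values of 1 to 10 tags, so that shares at the floor include values with few tags. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

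The tests were checked on simulated data with 200 changed features, for PULS CORT against PULS VEH in RNA and for PEAK_140 against VEH in both ChIP assays, and not for other comparisons. RNA changes of 1 to 2 on the log2 scale were called for 67.0% of genes with 9 false calls, pSer2 Pol2 changes of that size for 65.5% with 6 false calls and GR changes for 0.50% with 0 false calls. GR changes of 3 to 5 were called for 63.5% with 5 false calls. The GR shares hold for 200 changed regions, far fewer than the 3204 called at PEAK_140 in the data. Because all comparisons against VEH share 2 libraries, 100 sets of unchanged groups were simulated to give the overlap and correlation that arise by chance. All 10 libraries, VEH included, were drawn around the mean of each region, and the choice of regions as peaks was not simulated.

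The genes and sites named in the text were set by a rule before the data were examined: every gene that the results or the legends of Fig. 4, S7 Fig and S8 Fig name for these experiments, Per1, the GR sites within 50 kb of them, the genes that the supplementary data list under methionine degradation and cholesterol biosynthesis, and for each comparison against VEH the 3 raised and 3 lowered with the largest change whose libraries separate completely. The genes of the direct tests between patterns (4 in RNA, 11 in pSer2 Pol2) fall outside this rule in part and were named after their values were seen.

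The alternatives set before the data were examined were, for RNA, DESeq2 1.42.0, RLE factors, no filter, at least 10 reads in every library, a test against a 1.2-fold change, the replicate number as a block, only the libraries compared, all 6 VEH libraries as control and each library left out. For ChIP they were centring on the median, no variance trend, only the 4 libraries compared, regions above the floor, the upper regions by mean value, no fold change threshold, an adjusted p below 0.01, another choice of region per gene, the block and each library left out. Quantile normalization and the direct test of the time effect between patterns were added after seeing the data. For pSer2 Pol2, libraries that share a replicate number deviated together in all 6 pairs of CORT infused groups (correlation 0.157 to 0.478 across regions), so that the numbers pair the libraries, although the paper does not name what they share. For GR (-0.036 to 0.099) they did not. For RNA they did between the pulsatile and constant CORT groups (0.137 to 0.203 in the 3 pairs, against -0.159 to -0.0229 in the 6 pairs with different numbers), and not over all 18 pairs with the same number (-0.174 to 0.203).

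Motif analysis was left out because no rn6 sequence was used here. The upstream regulator and pathway predictions with z-scores, the heatmaps of tag density and the density around the TSS need inputs not analysed here. The values of 1 gene of the cholesterol biosynthesis list are not reported here.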

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

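Of the tests in this part, those of the GR library batch and of other splits of the RNA libraries were chosen only after the result was seen, as were the direct tests of the time effect and their alternatives.

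In GR, the effect of time (140 min against 180 min) differed between PULS and CONS at 1751 regions, as a test of the difference between the patterns. At 1735 of them signal fell further during PULS. The tables argue against 2 technical explanations for the whole of it. If the scaling of single libraries alone made the difference, regions that overlap a VEH peak would show it as far as the others, but their median log2 difference of the time effects was 0.46 over 116 regions, against 3.17 over the 3865 others (p = 1e-05 from a permutation test over regions, the smallest it can give), and 12 against 1739 of them were called. A library batch is possible because the authors' library numbers set the PULS libraries of GR apart from the VEH and CONS libraries. Such a batch holds PEAK_140 and NADIR_180 alike and would leave them level, but 2739 regions were raised at PEAK_140 against NADIR_180. The count and its direction depend on scaling, with 40 regions when libraries were centred on their medians, which removes the part of a fall that most regions share (4 with the larger fall during PULS and 36 with the opposite, 19 of the 40 among the 1751), and 165 with quantile normalization (75 and 90, with 87 among the 1751). A difference in ChIP yield between single libraries that acts on CORT-induced regions alone was not tested and stays open, as does the biological explanation that the design names, the fall of CORT between pulses.

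In pSer2 Pol2, the effect of time differed between PULS and CONS at 22 regions of 11 genes, again by a test of the difference, 14 with a larger fall during PULS and 8 with the opposite. Scaling of single libraries as the whole explanation would leave 0 regions after centring on the medians, and 272 were called then (148 with a larger fall during PULS and 124 with the opposite), all 22 among them. The count and the balance of directions depend on the setting, with 55 regions without a variance trend (21 and 34, with 21 of the 22 among them), 41 with the replicate number as a block (25 and 16, with 19 of the 22) and 235 with quantile normalization (152 and 83, with all 22). The genes were Hacl1, Lpin1, LOC299282, Serpina3c, Got1 and Insig1 with a larger fall during PULS and Klf12, Insig2, Ces1f, Cyp2a1 and Hal with the opposite, named after their values were seen where the rule for named genes does not cover them. In the genes with the opposite, occupancy rose from PEAK_140 to NADIR_180 and changed less between CONS_140 and CONS_180. A library batch was not tested here. The CORT pattern stays open as the explanation that the design names.

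In RNA, the response to CONS differed from the response to PULS at 4 genes (Cyp2c22, Csrp1, Psmb8 and Ppargc1a) by a test of the difference. Of 100 splits of the libraries between the patterns, 11 gave as many genes, so other groupings of the same libraries give as many, and 1 of them gave 90. The real split parts all 3 pairs of same-numbered CORT libraries, which deviate together (correlation 0.137 to 0.203). The 11 were all among the 42 splits that part these pairs, and the 58 others gave at most 1 gene. With the replicate number as a block, 9 genes passed, the 4 among them. Without constant VEH replicate 1 the number was 289, without pulsatile VEH replicate 2, as without some others, it was 1, and DESeq2 gave 215. A dependence on single libraries, among them constant VEH replicate 1, is a candidate explanation for the size of this count, and no biological explanation was tested for the 4 genes.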

How the results depend on the processing

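Every alternative in this part other than quantile normalization and those of the time effect was set before the data were examined. Direction is not at issue for a count, so a count is taken as changed where it moved by more than 1.5 times. Where no cause is named, the cause was not tested.

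In RNA, PULS changed 596 genes, and the counts under DESeq2, RLE factors, both filters, the block, only the libraries compared, all 6 VEH libraries and no fold change threshold stayed within 1.5 times of it. With the test against a 1.2-fold change, a stricter test by construction, the numbers were 310 for PULS and 1 for the CONS against the PULS response. The 6 fits that each left out one library gave from 336 (without PULS CORT replicate 2) to 483 (without PULS VEH replicate 1) genes for PULS, fewer than the 596 of the full set in each case. For CONS, 1297 genes were changed, the range was 998 to 1224, and no alternative run moved the count by more than 1.5 times. DESeq2 gave 22 for pulsatile against constant VEH and 215 for the CONS against the PULS response (98 raised and 117 lowered, against 1 and 3). Without a filter on low counts, the numbers were 30 for pulsatile against constant VEH and 204 for the CONS against the PULS response (104 raised and 100 lowered, against 1 and 3). The main counts of these comparisons were 0 and 4. Leaving out one library gave from 0 to 23 genes (without CONS VEH replicate 1) between the VEH patterns, and from 1 (without PULS VEH replicate 2) to 289 genes (without CONS VEH replicate 1) between the responses. The largest count of both came without the same constant VEH library. In RNA the replicate number pairs the pulsatile and constant CORT libraries (correlation of same-numbered libraries 0.137 to 0.203) and not the libraries as a whole (-0.174 to 0.203 over 18 pairs). With the number as a block, the only count that moved by more than 1.5 times was 9 for the CONS against the PULS response. This number of calls is not read as a stronger effect.

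GR counts depended most on scaling and on which regions were tested. With each library centred on its median over all regions, regions changed numbered 534 for PEAK_140 against VEH (103 raised and 431 lowered, against 3131 and 73), 0 for NADIR_180 against VEH (455 at an unadjusted p below 0.05), 477 for CONS_140 against VEH (126 raised and 351 lowered, against 2575 and 15), 327 for CONS_180 against VEH (57 raised and 270 lowered, against 2702 and 12), 216 for PEAK_140 against NADIR_180 (32 raised and 184 lowered, against 2739 and 18), 1 for CONS_140 against CONS_180, 1 for PEAK_140 against CONS_140 and 0 for CONS_180 against NADIR_180 (725 at an unadjusted p below 0.05). With quantile normalization, chosen after seeing the data, the numbers were 1039 for PEAK_140 against VEH (574 raised and 465 lowered, against 3131 and 73), 131 for NADIR_180 against VEH (64 raised and 67 lowered, against 296 and 14), 771 for CONS_140 against VEH (405 raised and 366 lowered, against 2575 and 15), 819 for CONS_180 against VEH (417 raised and 402 lowered, against 2702 and 12), 469 for PEAK_140 against NADIR_180 (253 raised and 216 lowered, against 2739 and 18), 2 for CONS_140 against CONS_180, 9 for PEAK_140 against CONS_140 and 169 for CONS_180 against NADIR_180 (95 raised and 74 lowered, against 1976 and 0). Both settings remove by construction a rise shared by most regions, and the median log2 fold change over VEH across all regions was 3.38 to 4.17 at PEAK_140, CONS_140 and CONS_180, so they measure change relative to that shift. Limiting the test to regions above the floor in the 4 libraries compared, which removes most regions since the 2 VEH libraries are at the floor in 80.7% and 84.9% of them, gave 94 for PEAK_140 against VEH, 48 for NADIR_180 against VEH, 91 for CONS_140 against VEH, 74 for CONS_180 against VEH, 371 for PEAK_140 against NADIR_180, 1 for PEAK_140 against CONS_140 and 252 for CONS_180 against NADIR_180. With only the upper regions by mean value tested (fewer regions by construction), the numbers were 1789 for PEAK_140 against VEH, 1720 for CONS_140 against VEH, 1723 for CONS_180 against VEH and 1652 for PEAK_140 against NADIR_180. With only the 4 libraries compared in the fit, the number was 0 for NADIR_180 against VEH (466 at an unadjusted p below 0.05) and 20 for PEAK_140 against CONS_140 (17 raised and 3 lowered, against 1 and 1). At an adjusted p below 0.01, a stricter threshold, the numbers were 151 for NADIR_180 against VEH, 1803 for PEAK_140 against NADIR_180, 0 for PEAK_140 against CONS_140 (560 at an unadjusted p below 0.05) and 961 for CONS_180 against NADIR_180. Without a variance trend, the number was 0 for PEAK_140 against CONS_140 (581 at an unadjusted p below 0.05). With the replicate number as a block over the CORT infused libraries, the number was 0 for PEAK_140 against CONS_140 (585 at an unadjusted p below 0.05). For GR the numbers do not pair the libraries (correlation -0.036 to 0.099). The share of raised regions that were raised at PEAK_140, CONS_140 and CONS_180 was 67.2%, against 29.1% with centring, 27.6% with quantile normalization and 34.0% by the calls of the authors' own comparisons. Leaving out one library leaves 1 in an arm, so only the median log2 fold change of the called regions was taken, and it ranged for CONS_180 against VEH from 4.04 to 4.36, with 4.13 from all libraries, and moved by less than the spread between libraries for the other comparisons. For PEAK_140 against VEH, the comparison that was simulated, 0.50% of simulated changes of 1 to 2 on the log2 scale were called. The simulation changed 200 regions, whereas 3204 were called in the data. The Benjamini-Hochberg adjustment was therefore stricter in the simulation, and this share does not show how small a change could be called in the data.

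At named GR sites (distances from the TSS of the gene), centring on the median reversed the sign of changes past the threshold, with log2 fold changes of -0.80 (CONS_180) at the Sds site at -2.021 kb, -0.35 (PEAK_140), -1.37 (CONS_140) and -1.21 (CONS_180) at the Sds site at 43.4 kb, -1.40 (PEAK_140) and -1.59 (CONS_140) at the Lpin1 site at 16.58 kb, -1.12 (PEAK_140) at the Apob site at -25.9 kb, -0.64 (PEAK_140) at the Igfbp1 site at -44.13 kb, -0.094 (PEAK_140), -0.65 (CONS_140) and -0.80 (CONS_180) at the Igfbp1 site at -44.83 kb, -1.68 (PEAK_140) at the Igf1 site at -1.368 kb, -1.83 (PEAK_140) and -1.85 (CONS_180) at the Igf1 site at 49.33 kb, -1.49 (PEAK_140) and -1.15 (CONS_140) at the Igf1 site at 26.88 kb, -1.71 (PEAK_140) at the Igf1 site at 37.42 kb, -0.48 (PEAK_140) and -0.12 (CONS_180) at the Per1 site at -3.316 kb and -0.58 (PEAK_140) and -0.25 (CONS_180) at the Per1 site at -1.106 kb. Quantile normalization reversed changes past the threshold in either setting, the Sds site at 43.4 kb to -0.066 (CONS_140) and -0.48 (CONS_180), the Lpin1 site at 16.58 kb to -0.74 (PEAK_140) and -0.81 (CONS_140), the Apob site at -25.9 kb to -0.93 (PEAK_140), the Igfbp1 site at -44.13 kb to -0.35 (PEAK_140), the Igfbp1 site at -44.83 kb to -0.12 (CONS_140) and -0.26 (CONS_180), the Igf1 site at -1.368 kb to -1.51 (PEAK_140), -1.94 (CONS_140) and -2.19 (CONS_180), the Igf1 site at 49.33 kb to -1.41 (PEAK_140), -2.67 (CONS_140) and -1.34 (CONS_180), the Igf1 site at 26.88 kb to -1.02 (PEAK_140) and -0.75 (CONS_140), the Igf1 site at 37.42 kb to -0.29 (PEAK_140) and the site on chromosome 3 at 33247 to -2.85 (CONS_180). These are changes relative to the rise shared by most regions. At PEAK_140, CONS_140 and CONS_180 the Lpin1 sites at -14.67 and -20.31 kb (-41.9 and -47.5 kb from the TSS of the counted transcript) stayed past the threshold under both settings, while the Sds site at -4.918 kb, the G6pc sites at -6.064 and -12.02 kb and the Slc37a4 site at 1.362 kb stayed above 0 but fell short of the threshold with centring.

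For pSer2 Pol2, the numbers of changed genes moved under most alternatives. Comparisons between CORT infused groups were counted among the genes called against VEH in the same setting, or in the main fit for the block. A small count there can follow from few such genes. With each library centred on its median, the numbers were 335 for PEAK_140 against VEH, 6 for NADIR_180 against VEH, 287 for CONS_140 against VEH (187 raised and 100 lowered, against 107 and 28), 129 for CONS_180 against VEH, 169 for PEAK_140 against NADIR_180, 7 for CONS_140 against CONS_180 and 85 for PEAK_140 against CONS_140. With quantile normalization, chosen after seeing the data, they were 374 for PEAK_140 against VEH (181 raised and 193 lowered, against 62 and 104), 318 for CONS_140 against VEH (159 raised and 159 lowered, against 107 and 28), 163 for CONS_180 against VEH (103 raised and 60 lowered, against 29 and 9), 186 for PEAK_140 against NADIR_180, 2 for CONS_140 against CONS_180 and 49 for PEAK_140 against CONS_140 (30 raised and 19 lowered, against 1 and 4). With only the 4 libraries compared in the fit, which leaves 2 degrees of freedom, they were 0 for PEAK_140 against VEH (1923 at an unadjusted p below 0.05), 0 for NADIR_180 against VEH (844 at an unadjusted p below 0.05), 0 for CONS_140 against VEH (1141 at an unadjusted p below 0.05), 5 for CONS_180 against VEH (3 raised and 2 lowered, against 29 and 9), 0 for PEAK_140 against NADIR_180 (5134 at an unadjusted p below 0.05) and 0 for PEAK_140 against CONS_140 (2021 at an unadjusted p below 0.05). With fewer regions tested, those above the floor in the libraries compared, they were 10 for NADIR_180 against VEH (3 raised and 7 lowered, against 0 and 1), 215 for CONS_140 against VEH, 97 for CONS_180 against VEH, 119 for PEAK_140 against NADIR_180, 13 for CONS_140 against CONS_180 and 77 for PEAK_140 against CONS_140. With the upper regions by mean value they were 255 for PEAK_140 against VEH, 9 for NADIR_180 against VEH (2 raised and 7 lowered, against 0 and 1), 235 for CONS_140 against VEH, 101 for CONS_180 against VEH, 132 for PEAK_140 against NADIR_180, 12 for CONS_140 against CONS_180 and 80 for PEAK_140 against CONS_140. Without a variance trend the number was 17 for PEAK_140 against CONS_140 (1 raised and 16 lowered, against 1 and 4). With 1 region per gene by highest mean value the number was 0 for PEAK_140 against CONS_140 (1421 at an unadjusted p below 0.05). For pSer2 Pol2 the replicate numbers pair the libraries (see the processing summary), and with the replicate number as a block the numbers were 2 for CONS_140 against CONS_180 and 71 for PEAK_140 against CONS_140. The block changed no other pSer2 Pol2 count by more than 1.5 times, and left the 73 genes for PEAK_140 against NADIR_180 at 69. The VEH libraries carry no number, so comparisons against VEH have no such fit. The median log2 fold change of the called genes moved by less than the spread between libraries in each fit that left out one library.

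The direct test of the time effect between PULS and CONS and its alternatives were all chosen after seeing the data. For GR regions the count of 1751 became 40 with centred libraries (4 and 36) and 165 with quantile normalization (75 and 90), where the numbers in brackets are regions with a larger fall during PULS and with the opposite (1735 and 16 of the 1751). For pSer2 Pol2 regions the count of 22 became 272 with centred libraries (148 and 124), 55 with no variance trend (21 and 34), 235 with quantile normalization (152 and 83) and 41 with the replicate block (25 and 16), where the numbers in brackets are regions with a larger fall during PULS and with the opposite (14 and 8 of the 22).

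The shares of pSer2 Pol2 genes also changed in RNA (59.6% to 70.8%) and of genes with the same sign (85.8% to 90.1% for PEAK_140, 90.2% to 94.6% for CONS_140 and 96.8% to 100% for CONS_180) kept their side of the threshold under the alternatives run for them. The share of PEAK_140 peaks that overlap a CONS_180 peak was 62.6% at 1 b or more and 61.9% at the stricter overlap set beforehand. The difference in distance to the nearest GR site between raised and lowered genes kept its sign and its side of the threshold under every alternative run, except at CONS_140 with all GR regions in place of those raised in that group, where it was -1.42 with p = 0.067 from the permutation test. For the sterol biosynthesis list, limma's fry test in place of camera gave, adjusted over the 5 tests, adjusted p = 0.24 for RNA PULS, adjusted p = 0.084 for pSer2 Pol2 NADIR_180, adjusted p = 0.14 for pSer2 Pol2 CONS_180, adjusted p = 0.069 for pSer2 Pol2 PEAK_140 and adjusted p = 0.027 for RNA CONS, of which only the last passed. Before adjustment the first 3 were at 0.24, 0.051 and 0.11, no longer past 0.05, while pSer2 Pol2 PEAK_140 (0.028) and RNA CONS (0.0053) were. Fry estimates the correlation between the genes, which camera presets. The block changed neither RNA call. Of the genes and sites named singly, 1708 values kept direction and call under the alternatives other than leaving out libraries, 164 fell short of the threshold, 131 newly passed it and 39 reversed as listed. With single libraries left out, 30 fell short and 5 newly passed, with none reversed. The alternatives for ChIP that require tag counts, the peaks in the upper part of their list by score and both motif alternatives were not run, since the values are log2, the lists carry no score and no genome sequence was used.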

Differences from the paper's values

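Values below are given first as the paper's and then as obtained here. The alternatives named were set before the data were examined unless the sentence says otherwise, and "the authors' calls" are those of the comparisons deposited by the authors, also set beforehand. For Sds, Lpin1 and Igfbp1 the paper's values in "fold" are on the scale of log2 fold changes, and the comparison is made on that scale.

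For GR, the paper's number of sites raised at NADIR_180 is 0, against 296 here; with centred libraries, with only the 4 libraries compared in the fit, and in the authors' calls it was 0, and none of the others came to the paper's value. The paper's number of sites changed at CONS_140 is 1273, against 2590; it was 1720 with the upper regions by mean value and 1273 in the authors' calls. Between CONS_140 and CONS_180 the paper gives 79 sites, against 0 (194 at an unadjusted p below 0.05); only the authors' calls (80) came to it. The paper's share of sites raised at PEAK_140, CONS_140 and CONS_180 is 33.4%, against 67.2%; it was 29.1% with centred libraries, 34.0% in the authors' calls and 27.6% with quantile normalization, chosen after seeing the values. The paper's share raised at PEAK_140 alone is 31.0%, against 12.0%; it was 30.3% in the authors' calls and 27.2% with quantile normalization, chosen after seeing the values. The paper's share raised at CONS alone is 12.6%, against 6.51%; it was 8.40% with only the libraries compared, 10.5% with regions above the floor and 12.6% in the authors' calls. The paper's share raised at CONS_180 alone is 7.6%, against 1.61%; it was 7.63% in the authors' calls and 6.19% with quantile normalization, chosen after seeing the values.

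For pSer2 Pol2, the paper gives 553 genes changed at PEAK_140, against 166; quantile normalization, chosen after seeing the values, gave 374, and none of the alternatives set before the data were examined came within the paper's value. For NADIR_180 the paper gives 104, against 1, and for CONS_180 278, against 38; no alternative came within either. For CONS_140 the paper gives 254, against 135; it was 287 with centred libraries, 215 with regions above the floor, 235 with the upper regions by mean value and 318 with quantile normalization, chosen after seeing the values. Of raised genes the paper gives 147 at PEAK_140, against 62; it was 131 with centred libraries, 100 with the upper regions by mean value and 181 with quantile normalization, chosen after seeing the values. Of lowered genes the paper gives 406 at PEAK_140, against 104, and 140 at CONS_180, against 9, with no alternative that came within them. At CONS_140 the paper gives 196 raised, against 107; it was 187 with centred libraries, 157 with regions above the floor, 170 with the upper regions by mean value and 159 with quantile normalization, chosen after seeing the values. The paper gives 58 lowered at CONS_140, against 28; it was 58 with regions above the floor and 65 with the upper regions by mean value. At CONS_180 the paper gives 138 raised, against 29; quantile normalization, chosen after seeing the values, gave 103. The authors' deposited pSer2 Pol2 comparisons, reduced to 1 region per gene after the values had been seen, give 550, 100, 251 and 272 genes at PEAK_140, NADIR_180, CONS_140 and CONS_180, with 144 raised and 406 lowered at PEAK_140, 195 and 56 at CONS_140 and 135 and 137 at CONS_180.

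Joined with RNA, the paper gives 282 genes changed in both pSer2 Pol2 and RNA, against 170; it was 202 with pSer2 Pol2 regions above the floor. As a share the paper gives 39.6%, against 70.8%; no alternative came within it. The paper gives 103 genes raised at PEAK_140 with RNA raised, against 42, 41 lowered with RNA lowered, against 18, and 146 lowered by CONS with RNA lowered, against 17, each without an alternative that came within it.

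For RNA, the paper gives 109 genes changed by PULS alone, against 242; it was 90 with the test against a 1.2-fold change, 142 with all 6 VEH libraries as control, 117 without PULS VEH replicate 2, and 114, 89 and 156 without PULS CORT replicate 1, 2 and 3. The paper gives 142 genes lowered by PULS, against 344; it was 164 with the test against a 1.2-fold change, and 188 and 165 without PULS CORT replicate 1 and 2. The authors' tables hold 142 lowered. For Lpin1 under PULS the paper gives 3.5, against a log2 fold change of 3.05 (SE 0.25), and no alternative came within it; the authors' table holds 3.46.

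The paper's text has Slc37a4 occupancy decreased during CONS, while its supplementary legend has it increased in response to CONS only; here its log2 fold changes were 1.51 at CONS_140 and 0.73 at CONS_180, and those in the authors' table are 1.63 (adjusted p = 0.00026) and 0.83 (adjusted p = 0.047). The increase at CONS_140 did not pass over all regions (adjusted p = 0.11) and passed with centred libraries (0.022), regions above the floor (0.019), the upper regions by mean value (0.021) and quantile normalization, chosen after seeing the values (0.026), and that at CONS_180 (adjusted p = 1.00) passed under no alternative. The paper's text has more genes raised than lowered by PULS; here 252 were raised and 344 lowered, and more were raised than lowered only without PULS CORT replicate 2 (171 and 165), while the authors' table has 277 raised and 142 lowered. The paper has the changed pSer2 Pol2 genes at CONS_180 split evenly; here 29 were raised and 9 lowered, and 135 and 137 in the authors' calls. The paper has CONS decreases of pSer2 Pol2 accompanied by mRNA decreases about as often as increases by increases; here the numbers were 17 and 89.

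Called in the paper and not over all regions here were decreases of G6pc at PEAK_140 (-1.21, adjusted p = 0.11), of Apob at PEAK_140 (-1.21, adjusted p = 0.077), CONS_140 (-0.81) and CONS_180 (-0.77), and increases of Myc (1.99, adjusted p = 0.084) and Igfbp1 (1.23, adjusted p = 0.073) at PEAK_140. G6pc passed with regions above the floor (adjusted p = 0.0034), with the upper regions by mean value (0.0061) and with quantile normalization, chosen after seeing the values (0.026). Apob passed at PEAK_140 with centred libraries (0.023), regions above the floor (0.00077), the upper regions (0.0016) and quantile normalization, chosen after seeing the values (0.026), at CONS_140 under the last 3 of these (0.015, 0.024 and 0.038) and at CONS_180 with regions above the floor (0.048). Myc passed with centred libraries (0.0086), regions above the floor (0.041), the upper regions (0.039) and quantile normalization, chosen after seeing the values (0.0090), and Igfbp1 under the same 4 (0.014, 0.00083, 0.0017 and 0.042). All of these pass in the authors' tables. The legend also has Myc raised at CONS_140 and CONS_180; here it did not pass (1.67, adjusted p = 0.21, and 1.14, adjusted p = 1.00), no alternative made it pass, and it does not pass in the authors' table (0.49 and 0.75, adjusted p = 1.00 for both). The text has the change of Igfbp1 prolonged by CONS; at CONS_180 it did not pass here (0.77, adjusted p = 0.92) or under any alternative, and it passes in the authors' table (0.77, adjusted p = 8.6e-06). The legend has Igf1 occupancy raised; here it changed by -0.42 at PEAK_140, -1.92 at NADIR_180, -2.30 at CONS_140 and -0.82 at CONS_180, and by -0.42, -1.70, -2.36 and -0.84 in the authors' table. Of these decreases the one at CONS_140 passed here (adjusted p = 0.0077), and the one at NADIR_180 (adjusted p = 0.41) passed with centred libraries (0.034), regions above the floor (0.0068) and the upper regions (0.0094), and in the authors' table (adjusted p = 0.00028). The legend has the Sds site at -2.02 kb raised at PEAK_140 only; here it was also raised at CONS_180 (3.26). GR sites of Lpin1 (3.04 and 3.91) and of Igfbp1 at -5.26 kb (2.51) were raised at NADIR_180, where the paper has no raised site.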

Other observations

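Chosen only after the result was seen were, of the tests in this part, those of values at the floor, of the PULS batch in GR, of a larger RNA error, of the VEH libraries, of the size of the responses and of other splits for the counts of RNA genes.

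Genes lowered in pSer2 Pol2 at PEAK_140. Both PEAK_140 libraries were taken to be at the floor at 7.69% of the 104 lowered genes. This argues against values at the floor as the explanation for most of them, as far as the rule finds such values. The rule may miss some, since values at the floor are not excluded for Fads2, Fads1 and Ephx1, which it did not take. Of the 100 genes lowest in replicate 2 against the 180 min VEH library, 99% were below 0 in replicate 1 against the 140 min VEH library, where 80.1% of genes of the same level were (p = 4.7e-08 from Fisher's exact test over genes). In the other direction it was 98% against 48.7% (p = 5.9e-26 from Fisher's exact test). This argues against chance values of single libraries and against a batch that holds only replicate 1. A batch common to both PEAK_140 libraries was not tested.

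Their small change in PULS mRNA. The median standard error of the mRNA change was 0.19 at the lowered genes and 0.21 at the raised genes, which argues against a larger error as the reason that 18 of 98 passed the thresholds. Their median PULS mRNA log2 fold change lay -0.39 from that of 589 unchanged genes of the same level (p = 1e-05 from a permutation test over genes, the smallest it can give), and 85.7% against 40.1% were below 0. mRNA that fell by less than the threshold is therefore a candidate explanation. Whether mRNA at 180 min lags behind the pulse was not tested.

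GR sites raised at PEAK_140 and NADIR_180. A library batch that holds the PULS libraries alone would raise NADIR_180 as far as PEAK_140, but the median log2 fold change over VEH over all regions was 0.84 at NADIR_180 and 4.17 at PEAK_140. For the sites raised at NADIR_180, signal of 1 library alone was tested on 300 sites chosen in one replicate and measured in the other: 50% of those chosen in replicate 1 were above 0.585 in replicate 2, against 26.0% of other sites (p = 2.1e-17), and 72% of those chosen in replicate 2 were in replicate 1, against 1949 of 3681 others (p = 1.1e-10), both from Fisher's exact test over sites. This argues against 1 library as the whole source. With only the 4 libraries compared in the fit, 0 sites were called (466 at an unadjusted p below 0.05), so their number stays open.

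Numbers of RNA genes. Of the 10 splits of each set of 6 libraries, 1 gave as many genes as PULS (the real one with 596, where the other 9 gave at most 1) and 1 as many as CONS (the real one with 1297, where the other 9 gave 0), although with 10 splits the share is never under 0.1. For pulsatile against constant VEH, with 0 genes (1286 at an unadjusted p below 0.05), 10 of 10 did, as a count of 0 requires, which decides nothing. CONS changed 2.1 times as many genes as PULS with all 6 VEH libraries as the control, which argues against VEH libraries that differ between the patterns as the explanation for the larger number under CONS. The larger size of the response to CONS over 1152 genes (median difference 0.24) was reached by 16 of 200 regroupings (14 of the 80 that part all same-numbered CORT libraries), and the further fall of 23 sterol biosynthesis genes under CONS (median difference -0.64) by 25 of 200 (17 of the 80), so that neither is separable from the grouping of the libraries.

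Count table and the authors' tables. The ratio of the authors' mean counts to the mean of the deposited counts was 0.80 (median) over 8441 genes longer than 10 kb and 1.52 over 906 genes shorter than 5 kb (p = 1e-05 from a permutation test over genes, the smallest it can give). Intronic reads in the deposited counts would lower the ratio in long genes and are a candidate explanation; a bias with gene length of another origin was not tested. No biological explanation applies to 2 tables of the same libraries.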
